# NetREX-CF integrates incomplete transcription factor data with gene expression to reconstruct gene regulatory networks

**DOI:** 10.1038/s42003-022-04226-7

**Published:** 2022-11-23

**Authors:** Yijie Wang, Hangnoh Lee, Justin M. Fear, Isabelle Berger, Brian Oliver, Teresa M. Przytycka

**Keywords:** Gene regulatory networks, Data integration, Machine learning

## Abstract

The inference of Gene Regulatory Networks (GRNs) is one of the key challenges in systems biology. Leading algorithms utilize, in addition to gene expression, prior knowledge such as Transcription Factor (TF) DNA binding motifs or results of TF binding experiments. However, such prior knowledge is typically incomplete, therefore, integrating it with gene expression to infer GRNs remains difficult. To address this challenge, we introduce NetREX-CF—Regulatory Network Reconstruction using EXpression and Collaborative Filtering—a GRN reconstruction approach that brings together Collaborative Filtering to address the incompleteness of the prior knowledge and a biologically justified model of gene expression (sparse Network Component Analysis based model). We validated the NetREX-CF using Yeast data and then used it to construct the GRN for *Drosophila Schneider* 2 (S2) cells. To corroborate the GRN, we performed a large-scale RNA-Seq analysis followed by a high-throughput RNAi treatment against all 465 expressed TFs in the cell line. Our knockdown result has not only extensively validated the GRN we built, but also provides a benchmark that our community can use for evaluating GRNs. Finally, we demonstrate that NetREX-CF can infer GRNs using single-cell RNA-Seq, and outperforms other methods, by using previously published human data.

## Abstract (web summary)

NetREX-CF is a computational method that integrates collaborative filtering and a mathematical model of transcriptional regulation to predict gene regulatory networks from incomplete transcription factor (TF) binding data and context-specific gene expression. NetREX-CF is used to obtain a comprehensive regulatory network and benchmark resource for Drosophila Schneider 2 cells.

## Introduction

Regulation of gene expression is central to cellular function. The regulatory relationships between transcription factors (TFs) and the genes they target are captured by the Gene Regulatory Network (GRN). Inference of these cell-type-specific GRNs is a current challenge in systems biology. Earlier work focused on predicting regulatory networks using gene expression data alone, but these methods tend to have poor predictive power^1,2^. Indeed, inference of network edges based solely on gene expression data is challenging^3,4^; network reconstruction uses an enormous search space, and the underlying biology is multilayered with many factors including post-transcriptional and post-translation regulation contributing to TF’s activity. We and others have found that network accuracy is drastically improved by including additional biological data such as chromatin structure (i.e., ATAC-Seq and ChIP-Seq), TF DNA binding motifs, and DNA sequence conservation scores^2,5–9^.

Additional biological data have been used as a priori to inform network model selection in a variety of contexts^5,7,9–11^. MerlinP^7^ uses network priors to influence the objective function for model selection. On the other hand, Inferelator^5^, a method built on network component analysis (NCA), uses given gene expression data and a network prior to estimate TF activity. Furthermore, Inferelator predicts the GRN by uncovering the relationship between TF activity and their target genes’ expression. We recently developed NetREX^2^, which is also based on the NCA model, but NetREX simultaneously estimates TF activity while modifying the prior network by adding and removing edges.

Because of the NCA model’s simplicity and biological relevance, this approach has become the foundation of the current state-of-the-art NCA-based methods for GRN reconstruction^2,5,6,12–16^. NCA uses the prior network’s structure to inform the decomposition of gene expression into TF activities^12^. Specifically, TF activities are modeled as a hidden variable accounting for the complex and often unknown relationships between TF expression and TF regulatory activity. TF activity is more robust and has been proved to be superior to TF-gene expression in the task of GRN reconstruction^5^. However, NCA-based methods are more accurate when starting with a high-quality prior network. If a prior network is noisy, NCA-based methods cannot reliably predict TF activity, and in such circumstances the GRNs predicted by those methods are not trustworthy^2^. Therefore, building a reliable prior network becomes the key factor to employ the NCA-based methods.

A GRN prior is typically built by integrating various types of biological data, but the construction of a quality prior is challenging due to the incompleteness of available data. For example, we can build a prior network by using TF DNA binding data (e.g., ChIP-Seq). However, we often only have access to ChIP-Seq data for only a fraction of TFs. Therefore, all interactions with TFs that do not have ChIP-Seq data are considered missing values. Similarly, computational mapping of TF DNA binding motifs may miss true physical binding sites due to the problem of multiple testing, for example, leading to incompleteness in the TF DNA motif prior. Current methods for building GRNs by integrating multiple sources of prior knowledge do not directly account for the fact that there is missing data^9^. However, in the last decade, we have witnessed a rapid development of machine learning methods capable of dealing with large amounts of missing data. One particularly successful approach is Collaborative Filtering (CF), the method used by NETFLIX’s movie recommendation system^17,18^. Given incomplete information about a user’s preferences, CF infers informative features and then applies them to provide movie recommendations for other users in the absence of complete information. It has shown great potential in bioinformatics applications as well^19–21^.

In this work, we present NetREX-CF—Regulatory Network Reconstruction using EXpression and Collaborative Filtering—a GRN reconstruction approach that uses the idea of CF, namely by combining such a recommendation system with expression-based model optimization. Similar to its precursor, NetREX, NetREX-CF selects a network model by simultaneously optimizing network topology and its NCA-based fit of gene expression data. However, rather than arriving at a final network by reprogramming the edges in the prior network, NetREX-CF uses a joint optimization function to directly integrate expression data with other types of prior knowledge using CF. We demonstrate that CF takes the fullest advantage of the prior data, and when combined with the biologically relevant NCA-based model, provided a remarkable improvement over existing approaches.

Mathematically, the simultaneous optimization of network topology, fit of the NCA model, and feature selection for the CF yielded a complex optimization problem of a type that has not been attempted before. The optimization is non-convex and non-smooth due to the binary nature of network edges (i.e., presence vs. absence). More importantly, the optimization contains *ℓ*_0_ norm that cannot be separated from other variables that need to be optimized. While the recently introduced Proximal Alternating Linearized Minimization (PALM) method^22^ can solve a certain class of such non-convex optimization problems, where the *ℓ*_0_ norm is separable (in particular the one used in NetREX), simultaneous optimization of all three sets of parameters yields a problem that cannot be solved by PALM. To fill this gap, we introduce Generalized PALM (GPALM), a provably convergent method for solving a broad class of non-convex optimization problems with an inseparable *ℓ*_0_ norm.

In this study, we robustly tested NetREX-CF using our new data generated for this study as well as other studies that are based on yeast, fruit fly, and human cells. To start with, we validated the performance of NetREX-CF using public Yeast data. We compared NetREX-CF with previous leading approaches that use priors^2,6,7^. We use known TF-gene interactions as a benchmark set and apply Average Ranking Scores (ARS) to evaluate the performance of each competing method. The benchmarking results demonstrated that NetREX-CF significantly outperforms previous approaches. For additional validation of our method in multicellular and higher eukaryotic systems, we performed GRN construction using the fruit fly tissue-culture cell line as well as single-cell RNA-seq (scRNA-Seq) of human cells. First, we applied NetREX-CF to construct the GRN for the *Drosophila* Schneider 2 (S2) cell line. The S2 cell line is the key cell line used in experimental studies in this model organism^23–30^, and PubMed lists over 11,000 papers with respect to the cell line. The construction of GRN for the S2 cell line not only demonstrates the power of our NetREX-CF but also the reconstructed network itself will be useful for guiding and interpreting future experiments. We collected S2 cell-specific gene expression, TF ChIP-Seq, and TF motif as the priors for the GRN construction. We also applied other leading approaches to infer the gene regulation in the S2 cell line. To validate the GRNs built by different methods, we experimentally generated and sequenced a total of 1920 RNA-Seq libraries following RNAi knockdown of 488 genes that encode all expressed TFs in *Drosophila* S2 tissue-culture cells. We then used the results of our RNAi gene knockdown experiment as the benchmark dataset to evaluate the GRNs that are computationally inferred. Lastly, we analyzed human scRNA-Seq data to illustrate that NetREX-CF can be applied to the scRNA-Seq outcomes. We generated cell-type-specific GRNs for human hepatocyte-like cells and embryonic stem cells^31,32^ using functional prior and non-specific prior. We took the advantage of cell-type-specific information from public databases (e.g., ChIP-Seq) to produce benchmark datasets for our evaluation. From all the examples that we tested, NetREX-CF significantly outperformed previous approaches.

## Results

### NetREX-CF—method overview

The NetREX-CF model is a data integration framework for reconstructing GRNs by organically utilizing both gene expression *E* and a set of prior networks *P* = {*P*^1^, . . . *P*^*d*^}. The main idea behind the NetREX-CF model is an integration of two complementary optimization strategies: (i) a machine learning component designed based on CF that is able to infer hidden features from the current observed prior networks *P* and utilize these features to recommend an improved GRN and (ii) a sparse NCA-based network remodeling component that can refine the topology of a GRN based on given gene expression *E*. These two computational components operate alternatively. The CF component recommends new edges to the current GRN and the sparse NCA-based network remodeling component screens the recommended edges and keeps the edges that are essential to explain the expression of a given gene. Once the sparse NCA-based network remodeling component confirms some of the recommended edges, the CF component further utilizes those retained recommended edges to make new edge recommendations for the sparse NCA-based network remodeling component to further examine (illustrated in Fig. 1).

**Fig. 1:**
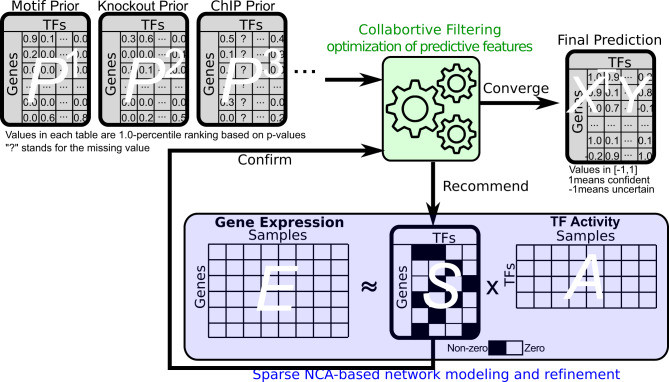
Method overview. Collaborative filtering (CF) and NCA-based gene expression modeling alternatively inform each other during a joint optimization process: CF recommends edges to be confirmed by the NCA model and used to improve CF.

Computationally, the system illustrated in Fig. 1 is achieved by simultaneous optimization of the following sets of variables: (i) the activities of TFs (matrix *A*), (ii) a weighted GRN (matrix *S*), and (iii) two feature matrices: the hidden features for target genes (*X* where the *i*th row *x*_*i*_ represents the hidden feature vector for gene *i*) and the hidden features for TFs (*Y* where the *j*th row *y*_*j*_ represents the hidden feature vector for TF *j*). The matrix *A* is optimized by the sparse NCA-based network remodeling component while the matrices *X* and *Y* are optimized by the CF component. Notably, the matrix *S* is the connection between the aforementioned two components and should be optimized by considering both components.

Formally, $$E\in {{\mathbb{R}}}^{n\times l}$$ is the matrix of expression data of *n* genes in *l* experiments and prior network $${P}^{k}\in {{\mathbb{R}}}^{n\times m},\forall k$$ is a weighted adjacency matrix of the bipartite graph that records the prior knowledge of regulations between *m* TFs and *n* genes. Matrix $$A\in {{\mathbb{R}}}^{m\times l}$$ is the TF activity for *m* TFs in *l* samples and $$S\in {{\mathbb{R}}}^{n\times m}$$ is a weighted GRN. We further define penalty matrix *C* and observation matrix *B* based on the set of prior networks *P*. The matrix *C* is used in CF component. For edges in the prior, the corresponding elements in *C* will assign larger values to make sure those edges will be kept in the final prediction. For edges not in the prior, the corresponding elements in *C* will assign smaller values to encourage new edges as recommendations. The matrix *B* is used to indicate which edges have prior information. Each element in *C* can be computed by $${C}_{ij}=1+a{\sum }_{k}{P}_{ij}^{k}$$ (*a* = 60 suggested by ref. ^18^). If more than one prior network suggests the regulation between the *i*th gene and the *j*th TF, then *C*_*ij*_ tends to have a larger value. Large *C*_*ij*_ would enforce giving the regulation between the *i*th gene and the *j*th TF a lower ranking. Each element in *B* is binary and can be computed by *B*_*ij*_ = 1 if $${\sum }_{k}{P}_{ij}^{k}\,\ne\, 0$$ and *B*_*ij*_ = 0 otherwise. $$X\in {{\mathbb{R}}}^{n\times h}$$ contains feature vector *x*_*i*_ for gene *i* and $$Y\in {{\mathbb{R}}}^{m\times h}$$ contains feature vector *y*_*j*_ for TF *j*. Then, our optimization problem is formalized as following:

1 $$\begin{array}{rlr}\mathop{\min }\limits_{S,A,X,Y}&{{{{{{{\mathcal{H}}}}}}}}(S,A)+\lambda {{{{{{{\mathcal{F}}}}}}}}(S,X,Y)&\\ s.t.&{\left\Vert {x}_{i}\right\Vert }^{2}\le 1,\,\forall i\\ &{\left\Vert {y}_{j}\right\Vert }^{2}\le 1,\,\forall j.\end{array}$$

where $${{{{{{{\mathcal{H}}}}}}}}(S,A):= {\left\Vert E-SA\right\Vert }_{F}^{2}+{\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}{\parallel} S{\parallel }_{F}^{2}+{\sum }_{ij}{\eta }_{ij}{\parallel} {S}_{ij}{\parallel }_{0}$$ is the sparse NCA-based network remodeling component; $${\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}{\parallel} S{\parallel }_{F}^{2}$$ are standard regularization terms and ∑_*ij*_*η*_*ij*_ ∥*S*_*ij*_∥_0_ induces sparsity of a given prior GRN and therefore only essential edges that help to minimize $${{{{{{{\mathcal{H}}}}}}}}(S,A)$$ are retained. ∥*S*_*ij*_∥_0_ is the *ℓ*_0_ norm that is 1 if *S*_*ij*_ ≠ 0 and 0 otherwise.

In (1) $${{{{{{{\mathcal{F}}}}}}}}(S,X,Y):= {\sum }_{i,j}{{{{{\varOmega}} }}}_{ij}{({{{{{\varTheta}} }}}_{ij}-{x}_{i}^{T}{y}_{j})}^{2}$$ optimizes the hidden features *X* and *Y* of the CF component; *Θ*_*ij*_ is a binary matrix of edges to be predicted by the hidden features in the given iteration and *Ω*_*ij*_ encodes penalties that guide the predictions. Both *Θ*_*ij*_ ≔ ∥*S*_*ij*_∥_0_ ⊕ *B*_*ij*_ and $${{{{{\varOmega}} }}}_{ij}:= {\bar{C}}_{ij}{\parallel} {S}_{ij}{\parallel }_{0}+{C}_{ij}(1-{\parallel} {S}_{ij}{\parallel }_{0})$$ are defined based on ∥*S*_*ij*_∥_0_ and the penalty matrix *C*_*ij*_ is built from the prior information . Detailed explanation of *Θ*_*ij*_ and *Ω*_*ij*_ are provided in Method Details section. For the initialization step, both *Θ*_*ij*_ and *Ω*_*ij*_ are defined based on the prior networks only while in the subsequent steps they also take into account the results of the sparse NCA-based network remodeling component (illustrated in Fig. 1). To solve the problem (1), we first put all continuous terms together and define $$H(S,A):= {\left\Vert E-SA\right\Vert }_{F}^{2}+{\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}{\parallel} S{\parallel }_{F}^{2}$$ and then put all the non-continuous terms together and define $$F(S,X,Y):= {\sum }_{i,j}{{{{{\varOmega}} }}}_{ij}{({\parallel} {S}_{ij}{\parallel }_{0}\oplus {B}_{ij}-{x}_{i}^{T}{y}_{j})}^{2}+{\sum }_{ij}{\eta }_{ij}{\parallel} {S}_{ij}{\parallel }_{0}$$. Then the optimization problem has a general format of an objective function as *Φ*(*S*, *A*, *X*, *Y*) = *H*(*S*, *A*) + *F*(*S*, *X*, *Y*), where *H*(*S*, *A*) is continuous but non-convex and *F*(*S*, *X*, *Y*) is a composite function of *ℓ*_0_ norm of elements of *S* and other variables so it is neither continuous nor convex. More importantly, ∥*S*_*ij*_∥_0_ is coupled with *x*_*i*_ and *y*_*j*_, so that ∥*S*_*ij*_∥_0_ cannot be separated from *F*(*S*, *X*, *Y*) as a distinct term. To the best of our knowledge, there has been no known method that can optimize such a complex and non-convex function involving the inseparable *ℓ*_0_ norm. To fill this gap, we propose here an algorithm, GPALM that generalizes the so-called PALM method^22^ and solves a class of problems of the format above, under the assumption that *F*(*S*, *X*, *Y*) is lower semi-continuous (see Supplementary Note 1). The GPALM method is fully described in Supplementary Note 2 where we also formally prove its convergence. The source code of NetREX-CF is available at: https://github.com/EJIUB/NetREX_CF.

### Validation and benchmarking NetREX-CF on yeast data

To demonstrate the capability of our GRN reconstruction method, we tested using datasets from multiple species, which include yeast, fruit fly, and human. For yeast, we collect multiple datasets that measure different perspectives of gene regulation. These datasets include TF ChIP^7,33,34^, TF DNA binding motif^7,35^, genetic knockdown^7,36,37^, and yeast gene expression^7,38–40^. TF ChIP, motif, and genetic knockdown datasets, serving as prior knowledge for TF-gene interactions in the yeast GRN. The details of these priors are summarized in Table 1 and the overlap among priors is illustrated in Table 1. We further utilize TF-gene interactions extracted from YEASTRACT database^41^ as a gold standard to validate the performance of GRN reconstruction. These gold standard TF-gene interactions are supported by both DNA binding and expression evidence. The details of the gold standard TF-gene interactions and their overlap with the prior datasets are shown in Table 1. Results generated by NetREX-CF are benchmarked against the results obtained from the published sequential methods, all of which are GRN prediction methods that are able to use prior knowledge. In the sections that follow, we go into detail about the comparisons between two popular approaches that only consider gene expression, GENIE3^42^ and GRNBoost2^43^, as well as prior-based approaches like NetREX-CF, MerlinP^7^, NetREX^2^, LassoStARS^6^, the original CF^18^, the summation of all prior knowledge (PriorSum), and a technique that assigns a random confidence score (uniformly distributed between 0 and 1; hereafter, a random method). For a detailed description of parameter selection for competing methods, we refer the reader to Supplementary Note 3.

**Table 1:** Overlap between prior networks and the gold standard network.

Network	No. of genes	No. of TFs	No. of Edges	No. of overlap with motif	No. of overlap with knockdown	No. of overlap with ChIP	No. of overlap with YEASTRACT
Motif	5506	197	187,079	187,079 (100%)	9236 (8.4%)	8717 (3.5%)	3497 (31.0%)
knockdown	5543	262	96,809	9236 (4.6%)	96, 809 (100%)	7027 (2.9%)	3050 (27.0%)
ChIP	5557	318	229,936	8717 (4.3%)	7027 (6.4%)	229,936 (100%)	2656 (23.5%)
YEASTRACT	3731	148	10,525	3497 (1.7%)	3050 (2.8%)	2656 (1.1%)	10,525 (100%)

The last four columns show overlap between different networks and parentheses show the corresponding percentage. YEASTRACT is the gold standard network we used for performance comparison.

To ensure an impartial comparison, we use Average Rank scores (ARS)^18^. For each method and for each gene *i*, we can obtain a list of TFs that are predicted to regulate gene *i* and sort this TFs by the confidence of the prediction (most confident have higher rank). We use $${r}_{ij}^{g}$$ to denote the percentile-ranking of TF *j* within the ordered list of all TFs for gene *i*. Thus, $${r}_{ij}^{g}=0 \%$$ means that TF *j* is predicted with the highest confidence to regulate gene *i*, preceding all other TFs in the list. On the other hand, $${r}_{ij}^{g}=100 \%$$ when TF *j* is predicted to be the least possible TF for gene *i* or there is no prediction between TF *j* and gene *i* yielded by the method. Based on the gold standard TF-gene interaction dataset *I*, we set *I*_*ij*_ = 1 if TF *j* regulates gene *i* in the gold standard dataset and *I*_*ij*_ = 0 otherwise. For any gene *i*, we use the average rank of the gold standard edges in the list of TF predicted to regulate gene *i* as the measure quality of the prediction:

2 $${\overline{rank}}_{i}^{g}=\frac{{\sum }_{j}{r}_{ij}^{g}{I}_{ij}}{{\sum }_{j}{I}_{ij}}$$

Lower values of $${\overline{rank}}_{i}^{g}$$ are preferable, as they indicate gold standard TFs for gene *i* have a lower rank than others. Furthermore, the overall ranking considering all genes can be computed by

3 $${\overline{rank}}^{g}=\frac{{\sum }_{i}{\overline{rank}}_{i}^{g}}{\#{{{{{{{\rm{genes}}}}}}}}\,{{{{{{{\rm{in}}}}}}}}\,I}$$

The denominator is the number of genes that have gold standard TFs in dataset *I*.

Similarly, for each TF we can measure the quality of the sorted list of genes predicted to be regulated by it:

4 $${\overline{rank}}_{j}^{t}=\frac{{\sum }_{i}{r}_{ij}^{t}{I}_{ij}}{{\sum }_{i}{I}_{ij}},\quad {\overline{rank}}^{t}=\frac{{\sum }_{j}{\overline{rank}}_{j}^{t}}{\#{{{{{{{\rm{TFs}}}}}}}}\,{{{{{{{\rm{in}}}}}}}}\,I},$$

where $${r}_{ij}^{t}$$ denotes the percentile-ranking of gene *i* within the ordered list of all genes for TF *j* and $${\overline{rank}}_{j}^{t}$$ is the average rankings for the gold standard genes for TF *j*. $${\overline{rank}}^{t}$$ is the overall average rankings considering all TFs.

Figure 2a illustrates the comparison between the competing algorithms in terms of average rankings of gold standard TFs for each target gene. The sorted average ranking curve for NetREX-CF is below all other methods, indicating that the average rankings of gold standard TFs predicted by NetREX-CF for each gene are much lower than the rankings predicted by other methods. In the average rankings of gold standard genes among the genes predicted to be regulated by each TF, NetREX-CF still achieves the best average ranking score. Remarkably, PriorSum (the weighted edge summation of three priors, ARS = 0.228) is very competitive with NetREX-CF (Fig. 2b, ARS = 0.224) indicating that NetREX-CF takes the best advantage of the prior data. It is important to note that NetREX-CF outperforms the original CF (ARS = 0.288), which demonstrates that the integration of the CF model and sparse NCA-based model is beneficial.

**Fig. 2:**
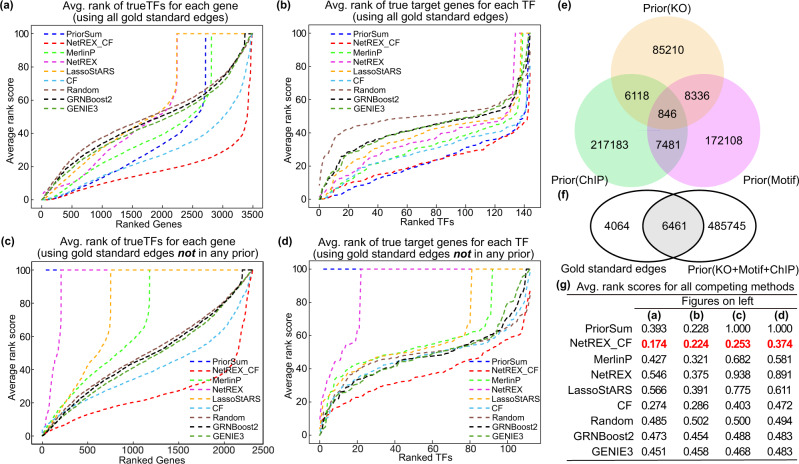
Performance comparison for all competing algorithms on the yeast dataset. **a** The performance of the methods on the task of predicting regulating TFs: for each algorithm, we compute for each gene the rankings of gold standard edges $${\overline{rank}}_{i}^{g}$$ adjacent to it, sort them in descending order, and plot the sorted average rankings. **b** The performance of the methods on the task of predicting regulated genes using a measure similar to in (**a**) but focusing on genes regulated by TFs. **c** The performance of the methods on the task of predicting regulating TFs that are not observed in prior data. The procedure is the same as in (**a**) but only the gold standard edges that are not included in the prior knowledge are used for the evaluation. **d** The performance of the methods on the task of predicting regulated genes not observed in prior data (similar to (**c**) but focusing on genes regulated by TFs). **e** Overlap between priors. **f** Venn diagram for gold standard dataset and the union of the three prior datasets. **g** Summary of the average rankings of each algorithm for tasks reported in panels (**a**–**d**). The lowest scores are highlighted in bold red.

Next, in order to demonstrate the advantages of NetREX-CF in predicting ranks for missing data (edges that do not appear in the prior knowledge datasets), we identified all edges that are in the gold standard dataset but are not supported by any prior dataset. Indeed, a large portion of the gold standard dataset (4064 out of 10,525 gold standard TF-gene interactions) is not covered by any prior dataset (Fig. 2f). Therefore, we can use these gold standard interactions with missing prior data to compare the ability of the competing methods in recovering rankings under the assumption of missing data. NetREX-CF achieves much lower ARS for those missing data (Fig. 2c, d). In summary, NetREX-CF achieves the lowest, thus the best, overall ARS (Fig. 2g).

### Reconstruction of the GRN for *Drosophila* Schneider 2 (S2) cell line and validation of NetREX-CF on new experimental data

While the datasets from yeast have been widely served as the only available benchmarking dataset for the evaluation of GRN inference methods, evaluating any GRN inference method using the only case would not produce convincing results. Therefore, for a more comprehensive assessment of network inference by NetREX-CF, we have performed gene expression profiling of *Drosophila* S2 cells, in which we selectively silenced each known TF. We chose S2 cells for these reasons. First, the *Drosophila* community extensively uses S2 cells, and there exists a huge amount of public resources. Such a resource includes TF binding profiling (i.e., ChIP-chip/Seq), performed by the Model Organism ENCyclopedia Of DNA Elements consortium (modENCODE^44^). Second, the cells are suitable for high-throughput RNAi studies^45^, whose outcome can be used to construct a benchmarking dataset when combined with genome-wide gene expression profiling.

As a prior, we collected publicly available datasets for S2 cells, which include 250 TF ChIP and 600 expression profiles (see Methods). TF DNA binding motifs were obtained from OnTheFly^46^, FlyFactorSurvey^47^, FLYREG v2^48^, iDMMPMM^49^, and DMMPMM^50^. Similar to the yeast GRN, we used TF ChIP and TF DNA binding motifs as prior knowledge for TF-gene interactions in the S2 cell GRN. In addition, we also included the gene co-expression network (from 600 expression profiles) to increase the overall number of TFs with prior information (Table 2).

**Table 2:** Overlap between prior networks and the benchmarking network for *Drosophila* S2 cell line.

Network	No. of genes	No. of TFs	No. of edges	No. of overlap with motif	No. of overlap with ChIP	No. of overlap with correlation	No. of overlap with knockdown
Motif	6044	99	287,847	287,847 (100%)	6806 (6.9%)	59,084 (10.9%)	3112 (6.2%)
ChIP	6996	25	98,970	6806 (6.9%)	98,970 (100%)	17,990 (3.3%)	3047 (6.1%)
Correlation	7034	457	544,485	59,084 (10.9%)	17,990 (3.3%)	544,485 (100%)	6994 (13.9%)
Knockdown (gold standard)	7034	457	50,224	3112 (6.2%)	3047 (6.1%)	6994 (13.9%)	50,224 (100%)

The last four columns show overlap between different networks and parentheses show the corresponding percentage. Knockdown is the benchmark dataset we used for performance comparison.

In order to validate the performance of our NetREX-CF and also to provide the finest dataset for GRN inference evaluation, we experimentally generated and sequenced a total of 1920 RNA-Seq libraries following RNAi knockdown of 488 genes (465 after filtering, see the Methods) that encode all expressed TFs in *Drosophila* S2 tissue-culture cells. 

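The knockdowns were made in S2R+ cells, a Drosophila line of embryonic origin with properties of hemocytes, the blood cells of the fly. Cells were bathed in dsRNA against a TF gene or, as the control, against the E. coli LacZ gene, which the fly genome does not hold. Poly(A)+ RNA was then sequenced in strand-specific, single-end libraries with spike-in RNA added. By their labels, the libraries cover 488 target genes and 940 dsRNA reagents. For 452 targets there were 2 reagents and for 36 targets 1 reagent. Each reagent was applied in the same well of 2 plates, which gives 1880 knockdown libraries. Each of the 20 plates also had 1 LacZ well, so that 1900 libraries were analysed here. The plates form 10 plate pairs of 94 reagents, and a reagent's 2 replicates are its 2 plates, so that replicate and plate cannot be told apart. The paper describes the knockdowns as biologically duplicated. The description of the series gives slightly different totals of targets, and the labels of the libraries were used here. For 31 of the 452 targets with 2 reagents both lay on one plate pair, and for the others on different plate pairs. Knockdown libraries held 1945 to 31825847 counts in genes, with a median of 5376194. LacZ libraries held 1616137 to 19039340 counts, with a median of 4867906. Of the knockdown libraries, 43 held under 500000 counts and 31 of these held under 100000. The authors aligned the reads to BDGP6 with TopHat2, counted reads per gene with HTSeq and computed FPKM with Cufflinks. The deposited counts are raw, with no normalization, and cover 17409 genes and 96 spike-ins. They include reads from residual dsRNA, because the removal of reads that lie inside the dsRNA target regions needs the alignments, which were not used here. From these counts, the 8534 genes with a mean FPKM of at least 0.84, the expression threshold of the paper, were tested. Counts were scaled by TMM, and all reagents of a plate pair were fitted together with edgeR, so that they share 1 estimate of the spread. Each reagent was compared with the 2 LacZ libraries of its plate pair by the quasi-likelihood test, with Benjamini-Hochberg adjustment within the reagent, and a gene is called differentially expressed at an adjusted p under 0.05. The 94 reagents of a plate pair share these LacZ libraries, so their fold changes share the chance values of the controls.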

Since this is a new dataset that is likely to be valuable outside the current study, we start with a robust analysis of the properties of the data. We used long double-strand RNA molecules (dsRNA) to selectively silence target TFs using the bathing method^45^. For the most of targets (452 out of 488), we used two different long dsRNAs and these were biologically duplicated to give four measurements per gene. Because we were interested in using these data to trace gene network perturbations without confounding effects from long-term RNAi treatment, we chose the 1-day incubation for the main experiment. 

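Nurf-38, a subunit of the nucleosome remodeling factor NURF, Su[var]205, which encodes heterochromatin protein HP1, crc, the ATF4 of the fly, and HLH106, the SREBP of the fly, all fell to a small fraction of their level in LacZ-treated cells with 1 of their reagents. At the other end, the RNA of Crg-1, a forkhead TF, and of btn, a homeobox TF, was far higher after treatment with dsRNA against it. Nurf-38 (chromosome 2R, 24558967 to 24561087 in BDGP6) had 14.5 and 13.2 CPM in its 2 knockdown libraries and 239 and 212.6 CPM in the 2 LacZ libraries. It remained at 6.31% of LacZ (log2 fold change -3.99, SE 0.0943, adjusted p = 5.08e-65 from edgeR's quasi-likelihood test) and at 35.6% with its other reagent. Su[var]205 remained at 6.53% (log2 fold change -3.94, SE 0.1405, adjusted p = 1.58e-50 from the same test) and at 15.0% with its other reagent. The crc gene remained at 7.58% with reagent DRSC37524 (log2 fold change -3.72, SE 0.109, adjusted p = 1.54e-61) and at 30.2% with its other reagent. HLH106 remained at 8.49% with reagent DRSC37563 (log2 fold change -3.56, SE 0.124, adjusted p = 2.30e-53). The lowest fitted level was that of chm, a MYST histone acetyltransferase, with 0 counts in both knockdown libraries against 23.9 and 17.8 CPM in LacZ. These knockdown libraries held only 9520 and 10218 counts, and the difference did not pass the test (adjusted p = 0.714), so this level cannot be read as a knockdown. The other reagent left chm at 884% of LacZ. Over the 934 reagents whose target was tested, the target was lower than in LacZ in 260, higher in 304 and not differentially expressed in 370. With all 20 LacZ libraries in limma-trend, the target was lower in 86 reagents. The median level was 100% of LacZ, with 55.3% at the lower and 256.5% at the upper quartile. Among the reagents whose target was lower, the median level was 37.1%. Among those whose target was higher, it was 445%. These levels count all reads of the target gene, those from residual dsRNA included.

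**Figure D1:**
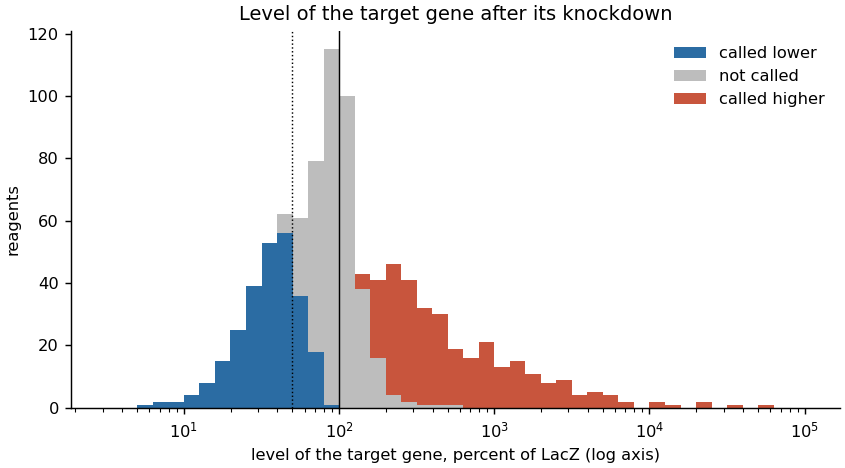
Number of reagents (vertical axis) by the RNA level of the target gene after its own knockdown, as a percentage of LacZ (horizontal axis, log scale), for 934 reagents. Blue marks the 260 reagents whose target was called lower, red the 304 called higher and grey the 370 not called, the solid line marks 100% and the dotted line 50%.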

Overall, we observed that the median RNA expression was 23.4% after the knockdown (see Methods).

These knockdowns disrupted coherent pathways, not only those controlling the cell cycle, but also cellular differentiation and developmental processes (Fig. 3). 

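Many genes of DNA replication fell after knockdown of E2f1, the activating E2F of the fly, with 1 reagent and of Dp, the partner with which it binds DNA. Many genes of mitosis fell after knockdown of Myb, a subunit of the Myb-MuvB complex that activates them, with 1 reagent. After knockdown of Rbf, the retinoblastoma protein that represses E2F targets, 1 and 10 of 33 DNA replication genes were higher with the 2 reagents. These changes were seen with the reagents that lowered the target itself. The E2f1 reagent DRSC16655 left E2f1 at 27.3% of LacZ, and 31 of the 33 DNA replication genes tested were lower and none was higher (31 lower when adjusted over the list alone). RnrS, a subunit of ribonucleotide reductase (chromosome 2R, 11983145 to 11985393), had 96.2 and 103 CPM after this knockdown and 325 and 353 CPM in LacZ (log2 fold change -1.78, SE 0.0787, adjusted p = 1.72e-40 from edgeR's quasi-likelihood test). PCNA, the sliding clamp of the DNA polymerases, had a log2 fold change of -1.78 (adjusted p = 4.24e-38), and dup, the licensing factor Cdt1, of -2.02 (adjusted p = 8.61e-35, same test). The other E2f1 reagent left E2f1 at 189% of LacZ. With it, edgeR called 0 of the 33 genes, with 1 higher and 1 lower at an unadjusted p under 0.05, and limma-trend, DESeq2 and edgeR on the 4 libraries alone called 0 as well. Dp remained at 32.6% and 19.2% with its 2 reagents, and 25 and 14 of the 33 genes were lower (28 and 22 when adjusted over the list alone). RnrS had log2 fold changes of -1.82 and -1.39 and PCNA of -1.57 and -1.19 after these Dp knockdowns. Dref, a TF whose binding element lies in promoters of replication genes, remained at 23.0% and 36.5%, and edgeR called 0 of the 33 genes with either reagent, with 0 at an unadjusted p under 0.05 and 0 by limma-trend and DESeq2. EdgeR on the 4 libraries alone called 1 gene lower with 1 Dref reagent. With the Myb reagent DRSC20260, Myb remained at 22.1% and 23 of 39 mitosis genes were lower (28 when adjusted over the list alone). Among these, asp, a spindle pole protein, had a log2 fold change of -2.45 (SE 0.116, adjusted p = 2.14e-36), and pav, a kinesin of cytokinesis, of -1.13 (SE 0.061, adjusted p = 6.56e-32). The other Myb reagent left Myb at 104%, and edgeR called 0 of the 39 genes, with 1 higher at an unadjusted p under 0.05 and 0 by the other tools. Rbf remained at 46.3% and 36.9%, with 13 and 19 of the DNA replication genes higher when adjusted over the list alone. Orc4, a subunit of the origin recognition complex, had a log2 fold change of 1.23 with the second of these reagents (SE 0.208, adjusted p = 6.72e-05). As sets, these lists were shifted by camera with a preset correlation of 0.01 after the E2f1 knockdown (adjusted p = 3.65e-46), both Dp knockdowns (adjusted p = 1.57e-33 and 1.05e-08), the first Myb knockdown (adjusted p = 4.25e-64) and both Rbf knockdowns (adjusted p = 5.62e-08 and 0.0108). The values are an adjusted p = 0.00192 with an estimated correlation for E2f1, 3.43e-08 and 0.813 for Dp, 8.05e-18 for Myb and 0.999 for both Rbf reagents. Limma-trend called 9 of the 33 genes lower after the E2f1 knockdown and 9 with the second Dp reagent, where DESeq2 called 2, and DESeq2 called 12 of the mitosis genes after the Myb knockdown. The first Dp reagent lay on plate pair 1, where many more genes were called per reagent than elsewhere, and 1 library of the second held 227767 counts.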

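Some of the genes that TFs of lipid synthesis, metal, heat and protein folding stress and of blood cell identity are known to activate were lower after treatment with dsRNA against these TFs. After knockdown of HLH106, FASN1 and ACC, the enzymes that make fatty acids, were lower with both reagents. After knockdown of Xbp1, a TF of the unfolded protein response, chaperones of the endoplasmic reticulum were lower, and after treatment with dsRNA against Hsf, the heat shock TF, several Hsp genes were lower. Knockdown of srp, the GATA factor of blood cells, lowered hemocyte genes such as Hml and Ppn, and the metallothionein MtnA was lower after treatment with dsRNA against MTF-1, the metal-responsive TF. With its less effective reagent, HLH106 remained at 15.6%. Of the 13 lipid synthesis genes tested, 3 and 2 were lower and none was higher with the 2 reagents (6 and 4 lower when adjusted over the list alone). FASN1 (chromosome 2L, 3056598 to 3068177) had a log2 fold change of -1.92 (SE 0.108, adjusted p = 4.33e-30) and -1.93 (SE 0.175, adjusted p = 1.12e-16 from edgeR's quasi-likelihood test), and ACC had -0.92 and -0.95. Xbp1 remained at 24.7% and 41.9%, and 9 of 12 endoplasmic reticulum genes were lower with each reagent (11 and 10 when adjusted over the list alone). Gp93, the chaperone GRP94 of the fly, had a log2 fold change of -0.99 (SE 0.115) and -1.76 (SE 0.156). Hsf itself had 83.3% and 91.3% of its LacZ level, and neither difference passed the test (adjusted p = 0.552 and 1, with 34.8 and 78.05 CPM in the replicates of the second). Even so, 8 and 4 of 14 heat shock genes were lower (11 with each reagent when adjusted over the list alone). The first of these reagents lay on plate pair 1, where many more genes were called per reagent than elsewhere, and had 386 called genes. Hsp23, a small heat shock protein, had a log2 fold change of -1.63 (SE 0.297) and -1.32 (SE 0.296). Hsp70Aa and Hsp70Ab had -1.07 and -1.03 with the second reagent, and as near-identical copies they may share reads. MTF-1 had 85.7% (91.0 and 39.75 CPM against 75.2 and 79.6 CPM in LacZ, not called) and 169% of its LacZ level, while MtnA, the 1 metallothionein gene tested, had a log2 fold change of -1.38 (SE 0.228, adjusted p = 0.000183) and -2.33 (SE 0.259, adjusted p = 1.95e-11). The srp gene remained at 58.0% and 49.3%, and 4 and 5 of 13 hemocyte genes were lower (6 and 8 when adjusted over the list alone), with Hml at a log2 fold change of -2.03 (SE 0.405) and -2.39 (SE 0.412). The 2 srp reagents share their LacZ libraries. Rel, the NF-kappaB of the immune deficiency pathway, had 277.5% (571.9 and 147.7 CPM against 169.7 and 174.4 CPM in LacZ) and 87.5% of its LacZ level (adjusted p = 0.38), so that no reagent shows its knockdown. With these reagents 6 and 4 of 12 immune response genes were lower, but AttD, CecA1 and edin among them were also lower after knockdown of most other TFs, and 1 library of the first Rel reagent had 42.99% of its counts in rRNA genes. With the regulators of other lists, edgeR called 0 members with either reagent. For crc and 9 amino acid synthesis genes there were 0 at an unadjusted p under 0.05 and 0 by the other tools. For EcR, the ecdysone receptor, and 14 ecdysone response genes, EcR itself among them, 2 were higher with the first reagent at an unadjusted p under 0.05, and with the second only EcR, whose counts can include reads from dsRNA. At the same limit there were 0 and 1 higher for p53 and 12 apoptosis genes, and for Su[H], the TF of Notch signalling, and 4 Notch target genes 1 higher and 1 lower. None of these lists had a call by limma-trend, DESeq2 or edgeR on the 4 libraries alone. Adjusted over the list alone, 1 Notch target gene was higher with 1 Su[H] reagent. None of EcR, p53 and Su[H] was called lower with its reagents, with levels of 117% and 131% for EcR, 269.5% and 94.2% for p53 and 124% and 66.55% for Su[H]. As sets, the lists of HLH106, Hsf and Xbp1 were shifted by camera with both reagents, and with an estimated correlation the adjusted p was 8.11e-09 and 0.301 for HLH106, 0.00108 and 0.237 for Hsf and 1.84e-10 and 0.171 for Xbp1. For srp it was 2.58e-05 and 7.80e-06. Limma-trend called 0 members with the second Hsf, Xbp1 and MTF-1 reagents, with 11 of the heat shock genes, 10 of the endoplasmic reticulum genes and MtnA lower at an unadjusted p under 0.05 in edgeR, and DESeq2 called 0 for the second MTF-1 reagent as well. Camera was run over 26 lists and 76 reagents, and it made 265 calls with the preset correlation and 91 with the estimated one.

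**Figure D2:**
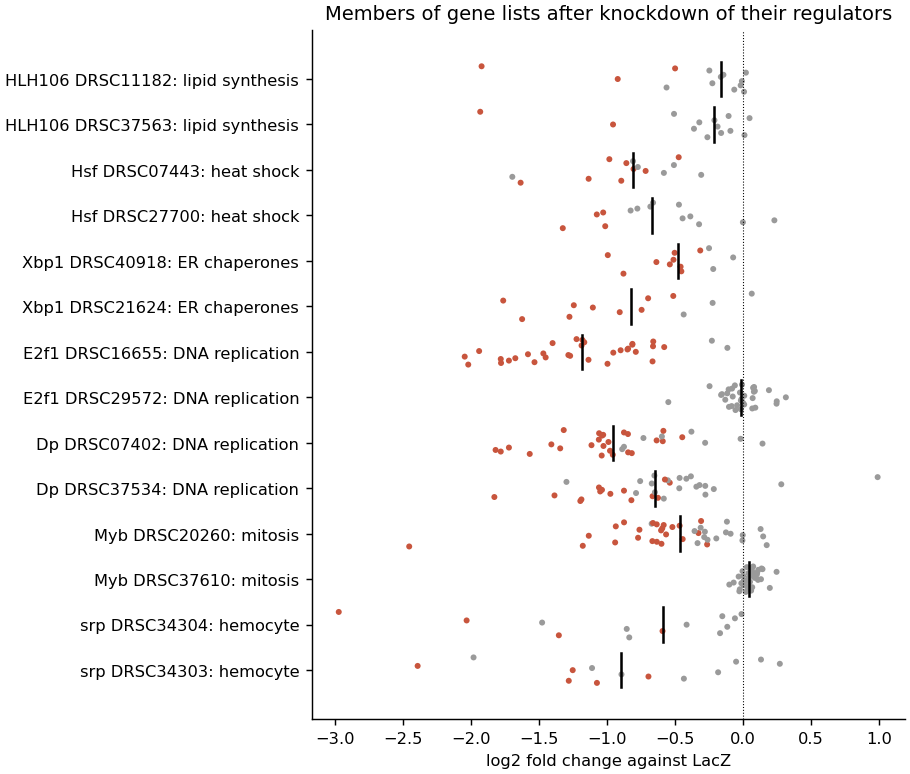
Log2 fold change against LacZ (horizontal axis) of each member of a gene list after knockdown of a TF known to regulate it, with 1 line of points per reagent and the list named beside it. Red points passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, grey points did not, and the black bar is the median, which lies at -1.18 for the DNA replication genes after the E2f1 knockdown.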

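Of the 35 proteasome genes tested, at least 34 were lower with each reagent after treatment with dsRNA against cnc, the Nrf TF of the fly. Many genes of ribosome biogenesis were higher after knockdown of Mnt, the repressor that competes with Myc for Max, and many genes of mitosis were lower after knockdown of jumu, a forkhead TF. Xrp1, a stress-response TF of the bZIP family, and Gcn5, a histone acetyltransferase of the SAGA complex, moved genes of the oxidative stress list in opposite directions. Mnt, jumu and Gcn5 were chosen after their values were seen. With reagent DRSC15600, cnc remained at 49.7%. With DRSC15289 its level was 842%, which rests on 1 library with 1104 CPM, against 91.3 CPM in the other and 123 and 136 CPM in LacZ. Of the proteasome genes, 35 were lower with the first of these reagents and 34 with the second (35 with each when adjusted over the list alone), with median log2 fold changes of -0.70 and -1.25. The library of the second reagent with 1104 CPM of cnc had 57.76% of its counts in rRNA genes, against 8.77% in the other, and Rpn1 had 103.9 CPM in it and 225.8 CPM in the other, against 483.4 and 527.1 CPM in LacZ. Rpt6R, a subunit of the regulatory particle (chromosome 3R, 30582198 to 30583697), had log2 fold changes of -1.47 (SE 0.135, adjusted p = 4.84e-16) and -3.29 (SE 0.181, adjusted p = 6.07e-32 from edgeR's quasi-likelihood test). The log2 fold changes of Rpn1, another subunit, were -0.72 and -1.34. Of the 19 oxidative stress genes, the other known targets of cnc, 3 and 2 were lower (3 and 4 when adjusted over the list alone, and 1 higher with the first), among them Keap1, the inhibitor of Nrf, with -0.56 and -1.04. Limma-trend called 0 of these with either reagent, with 4 and 6 lower at an unadjusted p under 0.05 in edgeR and 3 and 5 called by DESeq2. Camera's adjusted p for that list was 0.0155 and 0.0025, and 0.999 with an estimated correlation for both. Mnt remained at 51.2% and 55.3%, and 13 and 28 of 32 ribosome biogenesis genes were higher (28 and 31 when adjusted over the list alone), with median log2 fold changes of 0.54 with each. CG3071 had 0.84 and 0.85, and with the second reagent Fib, the methyltransferase fibrillarin, had 0.90 (SE 0.0765, adjusted p = 2.03e-17). The jumu gene had 80.6% and 32.6% of LacZ, and 29 and 13 of 39 mitosis genes were lower (32 and 25 when adjusted over the list alone), with asp at a log2 fold change of -1.52 and -0.80. Xrp1 remained at 14.4% and 18.9%, and 14 and 13 of the oxidative stress genes were lower (14 with each when adjusted over the list alone). GstD5 had log2 fold changes of -3.88 (SE 0.311) and -3.62 (SE 0.301), and Ldh, the lactate dehydrogenase, had -3.29 and -2.87 as 1 of 6 glycolysis genes lower of 12. Gcn5 remained at 37.1% and 35.1%, with 6 of the oxidative stress genes higher with each reagent (10 and 6 when adjusted over the list alone) and GstD5 at 2.02 (SE 0.254) and 2.41 (SE 0.302). The 2 reagents of cnc, Mnt, jumu and Gcn5 lay on different plate pairs with their own LacZ libraries, those of Xrp1 shared theirs, and 1 Gcn5 reagent lay on plate pair 1. GstD5 and Rpt6R have close paralogs, so that the share of reads that belongs to each copy is uncertain. Enrichment of each of 26 lists among the genes called in each reagent was tested by the hypergeometric test in both directions, with Benjamini-Hochberg adjustment over 48880 tests. Apart from immune response genes, lower in 821 of the 940 reagents, the list most often enriched was the ribosomal proteins, lower in 53 reagents and higher in 13, with no target for which both reagents passed. The proteasome list was enriched among lower genes in 11 reagents (adjusted p = 1.15e-72 and 6.42e-70 for cnc), mitosis in 11 (adjusted p = 1.09e-33 and 5.90e-17 for jumu), DNA replication in 6 and ribosome biogenesis in 10. Ribosome biogenesis was enriched among higher genes in 5 reagents (adjusted p = 4.65e-21 and 6.56e-41 for Mnt). The oxidative stress list was enriched among lower genes for Xrp1 (adjusted p = 7.21e-10 and 1.32e-08) and among higher genes for Gcn5 (adjusted p = 0.000104 and 0.000151).

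**Figure D3:**
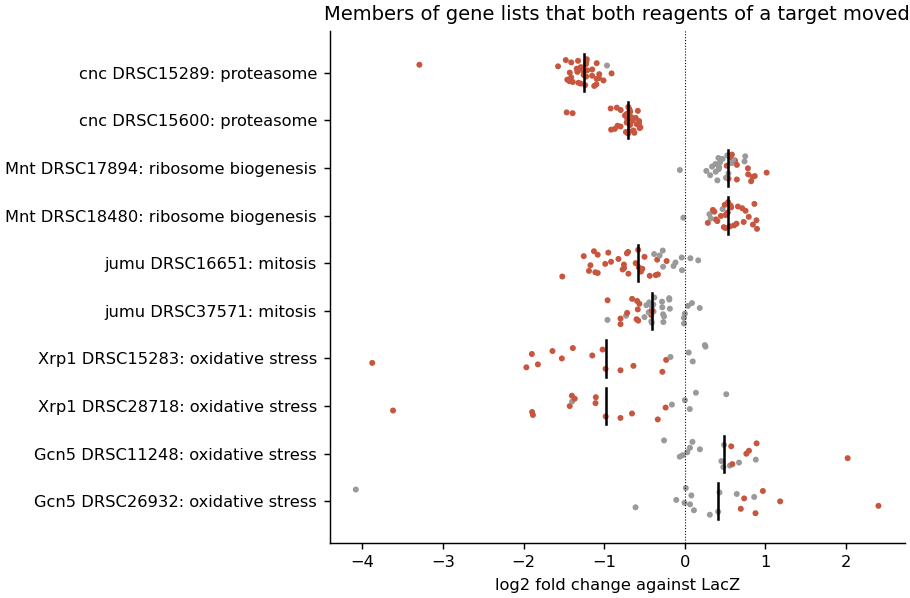
Log2 fold change against LacZ (horizontal axis) of each member of a gene list after treatment with dsRNA against cnc, Mnt, jumu, Xrp1 and Gcn5. There is 1 line of points for each of the 2 reagents of a target. Red points passed an adjusted p of 0.05 in edgeR's quasi-likelihood test and grey points did not. The black bar is the median, at -1.25 and -0.70 for the proteasome genes with the cnc reagents.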

We observed subsets of genes with specific functional categories display correlated gene expression changes upon the depletion of different TFs (Fig. 3b–e). For example, the genes in Cluster 2 in Fig. 3a have enriched Gene Ontology (GO) terms in “growth" (GO:0040007, adj. *p* value = 1.89e–06, Hypergeometric test corrected with Benjamini and Hochberg method) and “regulation of protein modification process" (GO:0031399, adj. *p* value = 3.86e–08, Fig. 3b). On the other hand, the genes in Cluster 4 play a role in cell proliferation, which should be the most important phenotypic characteristic of dividing tissue-culture cells. Such genes showed enrichment of GO terms in “mitotic cell cycle process" (GO:1903047, adj. *p* value = 3.47e–12), “DNA replication" (GO:0006260, adj. *p* value = 4.21e–12) and “ribosome biogenesis" (GO:0042254, adj. *p* value = 8.76e–15) that are required for cell cycle progression (Fig. 3). Cluster 6 genes also function in cell proliferation with “ribonucleoprotein complex biogenesis" (GO:0022613, adj. *p* value = 3.25e–08) and “sister chromatid segregation" (GO:0000819, adj. *p* value = 1.29e–05), although this cluster includes metabolic genes as well (Fig. 3). Remarkably, RNAi-based differential expression of Cluster 4 and 6 genes demonstrated an anti-correlation to that of Cluster 10 genes (Pearson’s *r* = –0.86), which comprise developmental genes that function in “post-embryonic animal organ development" (GO:0048569, adj. *p* value = 2.30e–44), “metamorphosis" (GO:0007552, adj. *p* value = 4.65e–44), “neuron projection development" (GO:0031175, adj. *p* value = 2.57e–42), or “wing disc development" (GO:0035220, adj. *p* = 4.59e–42, Fig. 3).

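Reagents that lowered genes of DNA replication and ribosome biogenesis tended to have higher values for developmental genes, while genes of mitosis did not share this relation. E2f1, Dp and jumu knockdowns had the lowest means among reagents of sufficient depth over DNA replication, mitosis and ribosome biogenesis genes, at a mean log2 fold change of -0.59, -0.41 and -0.27. Over genes of developmental signalling and neuron projection, these reagents had 0.14, 0.16 and 0.025. Both reagents against Rbf, the repressor of E2F, had the opposite signs, with 0.19 and 0.23 over the proliferation genes and -0.14 and -0.10 over the developmental genes. Among reagents of sufficient depth, the lowest mean over the developmental genes, at -0.81, was that of a reagent against Chd3, a chromatin remodeler. It had 0.074 over the proliferation genes. The counts of Chd3 were not lowered with the Chd3 reagent of 2525 called genes, and the other Chd3 reagent had 15. The jumu reagent was chosen after its values were seen, and the Dp reagent lay on plate pair 1. Over the 899 reagents with at least 500000 counts in both libraries, a limit chosen after the data were seen, the 2 means had Pearson's r = -0.229 and Spearman's rho = -0.189 (permutation of reagents within plate pairs, p = 1e-05 for both, the smallest the permutations can give, two-sided). With values centred on the plate pair, r was -0.248 and rho -0.298. For single lists, centred r is given with developmental signalling first and neuron projection second. It was -0.1975 and -0.439 for DNA replication, -0.215 and -0.216 for ribosome biogenesis, but 0.1115 and 0.067 for mitosis. The relation is not specific to proliferation, as ribosomal proteins had -0.533 and -0.617 and fatty acid catabolism -0.314 and -0.550. Without the 2 reagents farthest from the median of the proliferation genes, r was -0.193. Within single plate pairs, r ranged from -0.433 to 0.0171. The covariance was -0.000676. In 100 simulated sets of unchanged reagents against the same LacZ libraries, it had a median of -6.81e-06 and ranged from -0.000365 to 0.000311. Their r ranged from -0.461 to 0.417, so that the observed r lies within the range that shared controls alone can give. The observed covariance lies outside its simulated range. Genes varied independently in the simulated sets, which hold no variation that moves many genes of a library at once, so the covariance cannot exclude shared controls. The centred r, which leaves out an offset shared by a plate pair, was -0.248, which argues against such an offset alone. No centred r was simulated. With all 940 reagents, r was 0.773 (p = 0.01) and rho was -0.178 (p = 1e-05), and r was -0.197 without the 2 farthest reagents, so that the positive r rests on these reagents.

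**Figure D4:**
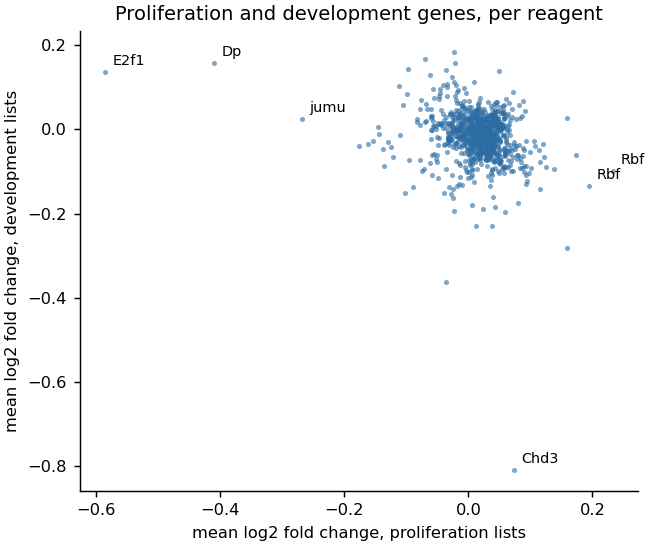
Mean log2 fold change against LacZ over proliferation genes (horizontal axis) and over developmental genes (vertical axis), with 1 point for each of the 899 reagents with at least 500000 counts in both libraries. E2f1, with -0.59 and 0.14, lies at the left, the 2 Rbf reagents at the right and Chd3, with -0.81 on the vertical axis, at the bottom.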

**Fig. 3:**
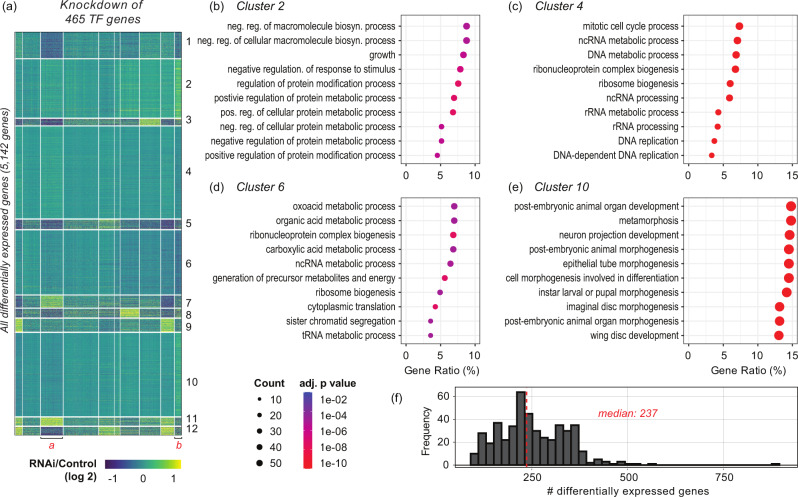
Gene expression changes upon targeted knockdown of Drosophila TFs in S2 cells. **a** A heatmap summarizes differential gene expression between Drosophila S2 cells treated with TF RNAi versus control RNAi (dsRNA for *E. coli LacZ* gene). Columns. Depletion of 465 TFs. Rows. Gene expression changes in the log2 scale. Genes that are not differentially expressed from any of the TF RNAi experiments were not shown in this heatmap. The results are clustered using the k-means clustering method. **b**–**e** Results from Gene Ontology (GO) analysis for the clustered genes in (**a**). The four clusters with the largest gene sets are demonstrated. Circle size. A number of genes are associated with a specific GO term or hits. Circle color. Adjusted *p* value. **f** A histogram that summarizes numbers of differentially expressed genes. Vertical red line. Median of the observation.

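The single highest number of differentially expressed genes, 2525, belonged to 1 reagent against Chd3, a chromatin remodeler, followed by both reagents against Xrp1 with 1164 and 1146, and by 1 reagent against G9a, a histone H3 methyltransferase, with 1130. The targets with the fewest differentially expressed genes were DIP1, Taf11, a subunit of TFIID, CG7357, SC35, a splicing factor, and CG12219, which ties with Taf12, CG2712, Mio and CG9705. For Xrp1, 875 genes were called in the same direction by both reagents, which share their LacZ libraries. The high numbers for Chd3, G9a and ct, a homeobox TF, came from 1 reagent each, and the other reagent had 15, 7 and 13 differentially expressed genes. Chd3 itself had 106% of its LacZ level with the reagent of 2525 genes and G9a had 1195% with the reagent of 1130 genes. For E[Pc], an enhancer of Polycomb, the 2 reagents had 870 and 90 genes. Further high means over the reagents of a target belonged to Jarid2 with 843, mbf1 with 1049 and 89, BEAF-32 with 554 and CG9437 with 470, and all of these except the second mbf1 reagent lay on plate pair 1. DIP1 had 0 and 1 genes called by edgeR, with 1 library of 78126 counts. Over all 940 reagents, the median was 8 differentially expressed genes, 2 higher and 5 lower, and 18 was the upper quartile. These numbers include genes that set LacZ apart from most knockdowns whatever the target. Of these, AttD, CecA1 and edin were lower in 913, 792 and 651 reagents, and Psa was higher in 723. The SC35 reagent and a CG2712 reagent had AttD levels like those of LacZ. Of the reagents, 111 had at least 100 differentially expressed genes. At the rule stated in the paper, an adjusted p under 0.05 or an absolute log2 fold change above 1, the median was 500 genes. By this rule it was 2731 with no filter on FPKM, 218 at a mean FPKM of at least 5, 144 with limma-trend, 46 with limma-trend against the mean of the plate pair and 116 with it against all 20 LacZ libraries, and 207 with protein-coding genes only, a setting chosen after the data were seen. By plate pair, the median was 247 on plate pair 1 and between 3 and 16.5 on the others. In total, 7087 genes were differentially expressed in at least 1 reagent, and 6310 without plate pair 1. Of the 58233 calls, 29305 were higher and 28928 lower, so that 50.3% were higher. Limma-trend with the same LacZ libraries made 132143 calls, of which 17.9% were higher. With limma-trend, 18.4% of 228706 calls were higher against the mean of the other reagents of the plate pair, and 10.6% of 192422 calls against all 20 LacZ libraries.

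**Figure D5:**
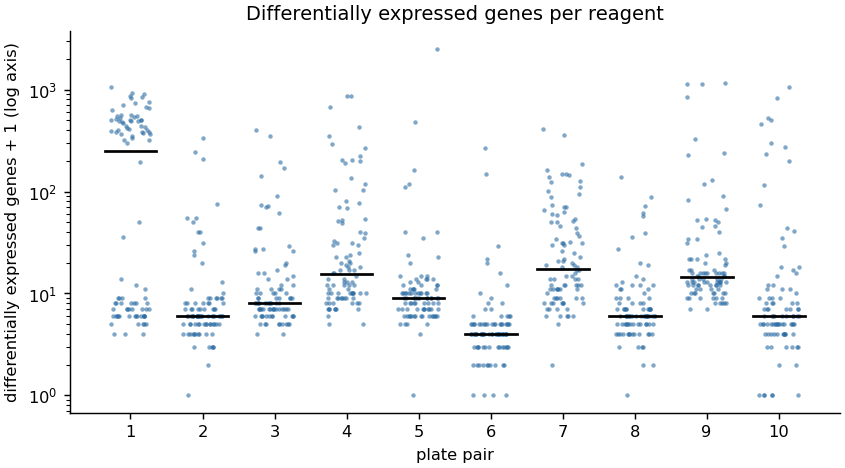
Number of differentially expressed genes plus 1 (vertical axis, log scale) of each of the 940 reagents by plate pair (horizontal axis), each point 1 reagent and each black bar the median plus 1. Plate pair 1, with a median of 247, lies above the others, whose medians are 3 to 16.5, and the highest point is the Chd3 reagent on plate pair 5.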

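Across all tested genes, knockdowns of TFs that work in 1 complex or pathway had fold changes about as similar as those of random TFs. The most similar groups were AP-1 and the JNK pathway (kay, Jra, Atf3 and Ets21C), the NuRD and Sin3 corepressors, the NF-kappaB factors, the HP1 proteins and Mediator, the complex that links activators to RNA polymerase II. The least similar groups were the insulator proteins and the histone-fold factors of NF-Y. Similarity is the correlation across 8534 genes of the log2 fold changes of reagents for different targets on different plate pairs, and genes are not independent replicates. Its mean was 0.0444 for AP-1 (24 pairs of reagents), 0.0412 for NuRD and Sin3, 0.0397 for NF-kappaB, 0.0364 for HP1, 0.0337 for Mediator (1074 pairs), 0.00609 for the insulator proteins and -0.0175 for NF-Y. Over 18 groups of TFs, the mean was 0.0252, and 8 groups lay above the mean of 0.0279 for groups of random targets (one-sided permutation test of targets, p = 0.849). By the same measure, 2 reagents for the same target had a median of 0.0324, against 0.0262 for reagents of different targets. It therefore has little room to show a shared function.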

We further noticed that knockdowns of TFs with overlapped functions result in positively correlated gene expression changes. For example, we did GO enrichment analysis for TFs in the group “a" in Fig 3a. We found that TFs in group “a" are enriched in “instar larval or pupal morphogenesis" (GO:0048707, adj. *p* = 2.05e–04) and “metamorphosis" (GO:0007552, adj. *p* = 2.93e–04). 

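The 20 TFs of metamorphosis taken here include EcR, the ecdysone receptor, Eip75B, a nuclear receptor induced by ecdysone, and br, the Broad-Complex TF, and their knockdowns were compared with those of all other targets over genes of amino sugar catabolism and of fatty acid catabolism. Of these 20 TFs, 10 had a mean log2 fold change over the amino sugar genes below that of all other targets. Knockdown of chinmo, a TF of the juvenile state, had the lowest mean, -0.20, with 1 library of 4462 counts, and knockdown of Blimp-1, a TF that times pupation, had -0.15. The highest means were 0.14 for crol, with 1 library of 65841 counts, and 0.13 for Eip75B. The mean over the 20 TFs was -0.00531 (SD 0.0871) and over all other targets -0.00192 (SD 0.1502), with a difference of -0.00339 (two-sided permutation test of targets, p = 0.889). Other settings move this value and pass the test: it was -0.128 with all 20 LacZ libraries in limma-trend (p = 0.0353) and -0.513 without knockdown replicate 2 (p = 0.00812), while it was -0.0156 without knockdown replicate 1 (p = 0.94) and 0.0173 against the median of the plate pair (p = 0.3985). For the fatty acid catabolism genes, the difference was 0.0125 (p = 0.463), and it was -0.13 with all 20 LacZ libraries in limma-trend (p = 0.0372) and -0.315 without knockdown replicate 2 (p = 0.0305), against -0.0734 without knockdown replicate 1 (p = 0.724). Neither difference passed the test without libraries under 500000 counts, a limit chosen after the data were seen. In the main setting, 8 of the 20 TFs lay below the mean of the others for the fatty acid genes. The lowest mean there was that of ct, at -0.12, and kay and vri, a bZIP TF of the ecdysone and clock pathways, had 0.087 and 0.084. The names br, Eip75B, chinmo, Blimp-1, crol and vri were chosen after their values were seen. The 20 TFs come from a list written from general knowledge, because the members of group a are not named in the paper's text.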

Intriguingly, those TFs, when depleted, commonly reduced metabolic gene expression that function in the “amino sugar catabolic process" (GO:0046348), which is the function of genes in Cluster 8 (genes in Cluster 8 in Fig. 3a are enriched in GO:0046348 with adj. *p* = 0.00011) or “monocarboxylic acid catabolic process" (GO:0072329), which is the function of genes in Cluster 12 (genes in Cluster 12 in Fig. 3a are enriched in GO:0072329 with adj. *p* = 0.012). Likewise, we found a group of TFs ("b" in Fig. 3a) whose knockdown upregulates growth or protein metabolism-related genes (Cluster 2 in Fig. 3a), but downregulates cell cycle or carbon metabolism genes (Cluster 6 in Fig. 3a). 

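Reagents with higher values for growth signalling genes tended to have lower values for genes of DNA replication and of glycolysis. The growth signalling list was written to hold genes of the insulin and TOR pathways. Its members InR, Tor and S6k were not matched and are not in the values. The relation is not specific to these lists, as growth signalling genes had larger r with several others. For genes of mitosis and of the TCA cycle no such relation passed the test. Across the 899 reagents with at least 500000 counts in both libraries, with values centred on the plate pair, the mean log2 fold change of 21 growth signalling genes and that of DNA replication genes had Pearson's r = -0.481 and rho = -0.617, and r = -0.490 without the 2 farthest reagents. For 12 glycolysis genes, r was -0.378, rho -0.427 and r without the 2 farthest reagents -0.352. Among all 26 lists, growth signalling genes had r = 0.778 with ecdysone response genes, 0.669 with genes of neuron projection, -0.655 with fatty acid catabolism, 0.654 with MAPK signalling, -0.611 with ribosomal proteins and -0.601 with amino acid synthesis. Each of the values of r and rho for DNA replication and glycolysis had a permutation p = 1e-05, the smallest the permutations can give, not adjusted for the many pairs of lists for which r was computed. For mitosis genes, r was 0.00472 (p = 0.9), rho 0.0135 (p = 0.69) and r without the 2 farthest reagents -0.0326. For 17 TCA cycle genes, r was -0.0324 (p = 0.34), rho -0.0190 (p = 0.57) and r without the 2 farthest reagents 0.0327. Within single plate pairs, r ranged from -0.653 to 0.00959 for DNA replication and from -0.6945 to 0.104 for glycolysis. In 100 simulated sets of unchanged reagents, r ranged from -0.0763 to 0.0723 for DNA replication and from -0.108 to 0.135 for glycolysis. These sets hold no variation that moves many genes of a library at once, so they cannot exclude it as a source of the observed r. The observed covariances were -0.00201 and -0.00134, and the simulated medians were -2.91e-07 and -1.27e-05. The reagents of the TFs in group b are not named in the paper's text, so that these relations are over all reagents, and they were chosen after the data were seen.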

Altogether, these observations indicate that coordinated responses exist in the *Drosophila* S2 gene network against the perturbations from individual TF knockdown. We then utilized this RNAi data to build an RNAi-based network and used this network as the benchmark dataset for performance evaluation of the competing methods. For the downstream analysis, we defined differentially expressed genes based on log 2-fold changes (either >1 or <−1) or adjusted *p* value (<0.05). Details of the RNAi network and its overlap with the other prior networks are illustrated in Table 2.

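TF-gene pairs were counted with 1 reagent per target, the one with the lower target level. That level includes reads of residual dsRNA, so the choice need not match the paper's. By the rule of an adjusted p under 0.05 or an absolute log2 fold change above 1, there were 268573 pairs between 488 targets and 8232 genes. At an adjusted p under 0.05 alone, 29274 pairs remained. With both reagents of each target there were 519650 pairs by the first rule. Among genes of low FPKM, a log2 fold change above 1 without a small p was common: over genes with a mean FPKM of at least 5, there were 133277 pairs by the first rule, and with no filter on FPKM 1387788. With limma-trend there were 143698 against the mean of the plate pair and 150903 against all 20 LacZ libraries. By the adjusted p alone, Chd3, the chromatin remodeler, contributed more pairs than any other target, followed by Xrp1, the stress-response bZIP TF, and mbf1, a transcriptional coactivator. The Chd3 reagent that this choice takes did not lower the counts of Chd3, which can include reads from dsRNA. That of mbf1 lay on plate pair 1.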

Using the S2 cell gold standard from the RNAi experiments, we evaluated the performance of our NetREX-CF with MerlinP^7^, NetREX^2^, LassoStARS^6^, the original CF^18^, PriorSum, GRNBoost2^43^, GENIE3^42^, and the method that makes a random choice. We describe the parameter selection for competing methods in Supplementary Note 3.

Figure 4a exhibits the comparison between the competing algorithms in terms of average rankings of TFs for each target gene in the benchmark dataset. The curve of NetREX-CF is below all other methods, indicating, on average, NetREX-CF ranks TFs identified from RNAi knockdown data lower than other competing methods. In addition, Fig. 4b illustrates the comparison between the competing algorithms in terms of average rankings of target genes for each TF in the benchmark dataset. Intriguingly, many of the tested methods failed to perform better than the random method. Similar observations have been made by previous studies^3,4^. Only NetREX-CF displayed better performance than the random methods, in terms of the overall ARS, far surpassing all the other methods (Fig. 4c). However, when the ranks of TFs were considered, NetREX-CF has better performance for 182 out of 458 TFs; its prediction power started to be weaker than the random method for the rest of the 276 TFs, analogous to other methods. Still, this result is far better than other methods that only predicted approximately the top 100 TFs (GENIE3 and GRNBoost2), or performed worse than the random methods for all the TFs. We believe that this is due to the TFs that regulate a large number of target genes (see Discussion).

**Fig. 4:**
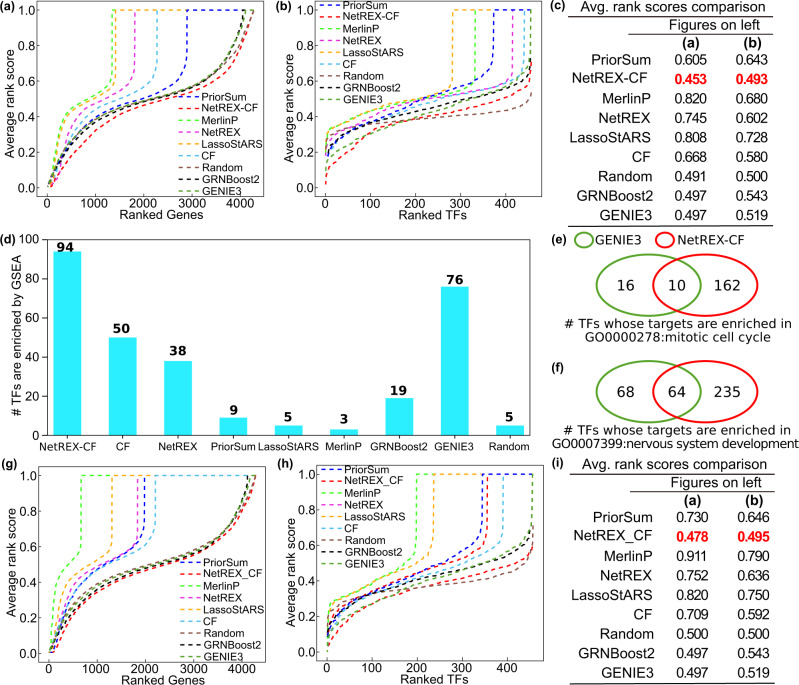
Performance comparison for all competing algorithms on the S2 cell line. **a** The performance of the methods on the task of predicting regulating TFs: for each algorithm, we compute for each gene the rankings of edges in the benchmark dataset adjacent to it, sort them in descending order, and plot the sorted average rankings. **b** The performance of the methods on the task of predicting regulated genes using a measure similar to in (**a**) but focusing on genes regulated by TFs. **c** Summary of the average rank scores in (**a**) and (**b**). The lowest scores are highlighted in bold red. **d** The bar plot indicates the number TFs whose target genes in the benchmark dataset are significantly enriched at the top of the ranked gene list (*p* value < 0.01 with 1000 random permutations), as predicted by each method in the GSEA analysis. **e**, **f** The Venn diagram between TFs is identified by the top two methods in (**b**): GENIE3 and NetREX-CF. The target genes of TFs shown in are enriched in the GO term of the mitotic cell cycle (**e**) and nervous system development (**f**), respectively. **g**–**i** The same plots as (**a**) and (**b**). The only difference is that all the competing methods do not use the ChIP prior.

For further comparison between the benchmark data and the GRNs inferred by each method, we performed Gene Set Enrichment Analysis (GSEA). We tested whether the target genes for each TF in the benchmark dataset are statistically enriched on the top of the ranked gene list (*p* value < 0.01), generated by each method. We found that NetREX-CF achieves the best performance, compared to the other methods, by significantly recovering behaviors of 94 TFs in the benchmark network (Fig. 4d). It is worth mentioning that this number is larger than the summed number of TFs confirmed by the original NetREX (=38) and CF (=50), which represents the synergy between the two algorithms in NetREX-CF. GENIE3 followed NetREX-CF with 76 TFs recaptured.

To evaluate the biological relevance of the inferred GRNs, we compared NetREX-CF and GENIE3, which are the two best methods based on our validation. We performed GSEA analysis and investigated TFs whose inferred target genes are significantly enriched for two Gene Ontology (GO) terms: mitotic cell cycle (GO:0000278), or nervous system development (GO:0007399). Potential target genes under these functional terms are expected to be activated or repressed, respectively, in *Drosophila* S2 cells, which is a tissue-culture cell line derived from the late embryos^51^. NetREX-CF predicted a total of 172 TFs for the regulation of mitotic cell cycle genes when the number was 26 for GENIE3 (Fig. 4e). There was a total of 10 TFs inferred by both methods. The overlapped TFs include Myb, which is a fly ortholog of human MYB and MYBL1, as well as Sin3A. These TFs are known to regulate the G2 or G2/M transition of the cell cycle^52,53^. We also found that Grp, a product of *grp* (*grapes*) gene and the fly ortholog of human *CHEK1*, from the list. The TF plays a role in cell cycle checkpoint in response to DNA damage^54^. In addition, while the overlap was partial, both methods identified members of the *E2F*/*RB* transcription factors, or *Myb*-interacting proteins, which include *E2f2* and *Rbf2* (GENIE3), *E2f1*, *Rbf*, *Mip120*, and *Mip130* (NetREX-CF). These TFs form a complex and regulate the G1/S transition of the cell cycle^55,56^. Therefore, both NetREX-CF and GENIE3 could efficiently predict TFs that regulate mitotic cell cycle genes.

Since NetREX-CF (172) could predict more TFs than GENIE3 (26) as the regulator of the same functional group (mitotic cell cycle), we asked whether NetREX-CF has better efficacy than GENIE3. Remarkably, only NetREX-CF identified a set of TFs that are related to Polycomb and Trithorax Group [Polycomb (Pc), Polycomblike (Pcl), Pleiohomeotic-like (Phol), Enhancer of zeste E(z), Additional sex combs (Asx), and Scm-related gene containing four MBT domains (Sfmbt), Trithorax-related (Trr)]. While these TFs are well known for their regulation of development and differentiation^57^, there also are involved in cell cycle control^58–62^. Moreover, only NetREX-CF, but not GENIE3, predicted members of the mediator complex (*CycC*, *MED1*, *MED23*, *MED24*, and *MED26*) as regulators of the mitotic cell cycle genes. Multiple studies have reported the role of these components in cell cycle control or proliferation^62–65^. We obtained a consistent result for the TFs that control the nervous system development (Fig. 4f). Both NetREX-CF and GENIE3 identified key regulators, such as *Kay* (Kayak, fly ortholog of human FOS) and *Jra* (Jun-related, fly ortholog of human *JUN* and *JUND*), or *Foxo* (Forkhead box, sub-group O), which are well studied for their roles in nervous system development in fruit flies and/or human^66–70^. However, only NetREX-CF could capture, for example, *Sox14*, which is one of the master regulators of neurogenesis in *Drosophila*^71^. Collectively, we observed that NetREX-CF outperforms GENIE3 in inferring biologically relevant GRNs for those functional categories.

Importantly, NetREX-CF surpassed the competing methods even when we did not use the TF binding prior (e.g., ChIP-Seq). ChIP experiments largely rely on the availability of suitable antibodies that can pull down TFs under the cross-linked condition. Therefore, we tested how the absence of ChIP data would change the performance of NetREX-CF using our *Drosophila* S2 cell benchmark dataset (Fig. 4g–i). The performance of GRNBoost2 and GENIE3 is not altered since they do not use any prior information (ARS = 0.497 for the TF predictions for both). In general, the performance of the prior-based methods (e.g., MerlinP, LassoStARS, the original NetREX, and PriorSum) became worse (compare Figs. 4a, g) when no TF binding prior was used (compare Figs. 4a, g). This was the case for NetREX as well (ARS 0.453 vs. 0.478 with, and without, the ChIP results, respectively), underscoring that the use of the TF binding prior greatly improves the GRN inference. However, NetREX-CF still outperforms all the competing methods even without the information, although the difference with the second-best, GENIE3, becomes smaller (ARS 0.478 vs. 0.497 for the gene prediction). This finding shows that NetREX-CF still functions and outperforms alternative approaches in the absence of ChIP-Seq or ChIP-chip data. However, we advise employing the TF binding prior wherever possible to get the best prediction with NetREX-CF.

### Reconstruction of cell-type-specific GRNs from human single-cell RNA-Seq studies

ScRNA-Seq technology is rapidly adopted by biologists for uncovering cell-type-specific transcription programs. To demonstrate that NetREX-CF can generate cell-type-specific GRNs using scRNA-Seq results, we benchmarked all competing methods using previously published human studies. To build GRN for human hepatocyte-like cells (hHep GRN), we collected gene expression profiles from a scRNA-seq analysis of induced pluripotent stem cells (iPSCs) in two-dimensional culture differentiating to hepatocyte-like cells^31^. We utilized the following datasets as priors: (i) functional prior GRN from STRING^72,73^, and (ii) non-specific prior GRN from DoROthEA, RegNetwork, and TRRUST^73–76^. To evaluate the inferred hHEP GRN, we extracted all the cell-type-specific GRNs from ENCODE, ChIP-Atlas, and ESCAPE databases for ChIP-Seq data from the same or similar cell type^73,77–79^. The summary of the single-cell RNA-Seq, as well as the prior and benchmark GRNs, are elaborated in Tables 3 and 4, respectively.

**Table 3:** Statistics for the scRNA-Seq data for hHEP and hSCE.

	No. of TFs (expressed 500 cells)	No. of genes (expressed 500 cells)	No. of cells (with 3 gene expressed)
hHEP	645	6061	425
hESC	745	7221	758

**Table 4:** Statistics of the prior and benchmark networks for hHEP and hESC.

		No. of TFs	No. of genes	No. of edges	No. of overlap with STRING	No. of overlap with non-specific	No. of overlap with cell-specific
hHEP	STRING	620	5611	35,743	35,743	2806	935
	Non-specific	566	3258	26,579	2806	26,579	9493
	Cell-specific (benchmark dataset)	40	5692	87,929	935	9493	87,929
hESC	STRING	705	3830	41,331	41,331	3456	1381
	Non-specific	652	6621	32,300	3456	32,300	9880
	Cell-specific (benchmark dataset)	55	6542	112,590	1381	9880	112,590

We compared our NetREX-CF with the prior-based methods (NetREX, MerlinP, and LassoStARS), which can incorporate the prior information to build the hHEP GRN as well as the expression-based methods (GRNBoost2 and GENIE3), which rely on only the scRNA-Seq data to build the hHEP GRN. These two methods were the best-performing methods for predicting directed networks using scRNA-Seq data in a recent evaluation, and therefore, provide a good baseline for the comparison^4^. NetREX-CF achieves the lowest overall ARS by a large margin (Fig. 5a, ARS = 0.349, compared to 0.5 from the random method), indicating that the rankings of the TFs predicted by NetREX-CF are much lower than the competing methods from the benchmark. In the case of their target gene prediction, we found that all methods have comparable degrees of performance [Fig. 5b, c, ARS 0.486–0.574 with NetREX-CF performing the best]. We think that this is because the TFs in the benchmark dataset control thousands of genes, resulting in an ARS of about 0.5 (see the discussion section).

**Fig. 5:**
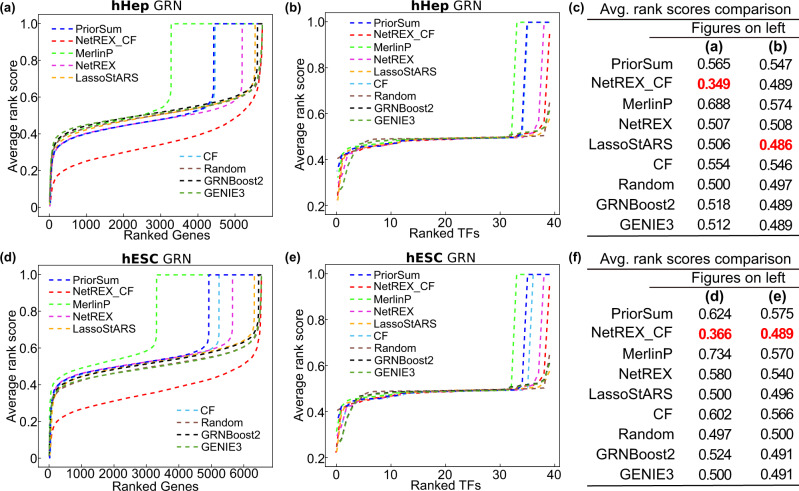
Performance comparison for all competing algorithms on building cell-specific GRNs from scRNA-Seq results. **a** The performance of the methods on the task of predicting regulating TFs in hHep GRN. **b** The performance of the methods on the task of predicting target genes in hHep GRN. **c** Comparison of the overall ARS in (**a**) and (**b**). The lowest scores are highlighted in bold red. **d** The performance of the methods on the task of predicting regulating TFs in hESC GRN. **e** The performance of the methods on the task of predicting target genes in hESC GRN. **f** Comparison of the overall ARS in (**d**) and (**e**).

As the second example, we built the human embryonic stem cell GRN (hESC GRN) by using scRNA-Seq results of the differentiation protocol to produce definitive endoderm cells from human embryonic stem cells^32^. Analogous to what we performed for building hHEP GRN, we utilized a functional prior network based on the STRING DB, non-specific prior networks from other databases, and cell-type-specific GRN from ChIP-Seq datasets (Tables 3 and 4 for the summary information). Consistent with our observation in the hHEP GRN, NetREX-CF demonstrated superior performance to the other methods in recovering the rank of TFs in the benchmark dataset (Fig. 5d, ARS = 0.366 compared to 0.500 from the second-best method, GENIE3). However, in agreement with the hHEP GRN results, recovering the rank of target genes in the benchmark dataset displayed less distinguishable performances for all the methods (Fig. 5e, f, ARS 0.489 (best, NetREX-CF) to 0.575 (worst, PriorSum)).

## Discussion

Data integration and predictive modeling are the two key tasks of Computational Biology. However, these two tasks are rarely considered together. GRN reconstruction is an example of an important and challenging computational biological problem that can benefit from both approaches. Here we propose a method that combines a machine learning-based data integration strategy (CF) and a gene expression modeling approach (NCA) into one global iterative optimization strategy where the machine learning component informs the expression-based modeling component and vice versa. Our integrative GRN reconstruction method, NetREX-CF, can infer cell-type-specific GRNs by maximizing different types of available information, including non-specific priors. NetREX-CF outperforms previous computational methods for this task demonstrating the power of our integrative approach.

Our contribution includes the introduction of new benchmark datasets that can be widely used for GRN inference. The yeast datasets, including YEASTRACT, have been extensively used as the testbed by the community. However, as a unicellular eukaryote, yeast does not have many TFs [such as Polycomb Group (PcG) Proteins] that are essential for multicellular development. In addition, a convincing evaluation would not result from employing the yeast dataset as the exclusive source of assessment basis. In this study, we offered a different set of the benchmark dataset based on a large-scale RNAi treatment of *Drosophila* S2 cells to get beyond the current restriction on utilizing just the yeast data. It is important to note that this dataset was created specifically for GRN inference experiments. For example, indirect effects are unavoidable for any kind of loss-of-function study, including RNAi, CRISPR, and even drug treatments. Therefore, we have incubated our cells with RNAi reagent for only one day to minimize the prolonged indirect effect. We achieved an excellent knockdown efficiency at the RNA level (Supplementary Fig. 1); thus, the target TF is expected to be reduced by more than 50% at the protein level, considering the doubling time of *Drosophila* S2 cells (~1 day^80^). 

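The genes that both reagents of a target moved in the same direction include known targets of several TFs. For cnc, 59 genes were lower with both reagents, where 0.616 were the number that chance gives for independent lists, and the proteasome genes were among them. For Xbp1, 98 genes were lower with both reagents (chance 3.80), for Dp 53 (3.68), for jumu 46 (1.54) and for pnt, an ETS TF of EGFR signalling, 63 (1.45). For Gcn5, 112 genes were higher with both (3.86), for Lpt, a trithorax-related TF, 79 (6.32), and for Mnt 34 (0.693). Of these targets, jumu, pnt, Gcn5, Lpt and Mnt were chosen after their values were seen, and 1 reagent each of Dp, Gcn5 and Lpt lay on plate pair 1. Over the targets whose reagents lay on different plate pairs, 745 calls higher and 1427 calls lower were made by both reagents of a target, where chance gives 39.7 and 40.0. Without 14 genes that were called the same way in at least 94 reagents, such as AttD, these numbers were 483 (chance 36.4) and 483 (chance 30.4). Here 44 and 60 targets had more shared calls than chance. The chance numbers are spread over all these targets, so a single shared call can be enough for a target to count. How many targets would count by chance alone was not computed, so these numbers of targets cannot be read as agreement. For 31 targets with both reagents on 1 plate pair, 415 calls higher and 804 lower were shared, where chance gives 31.0 and 56.2. Of these, Xrp1 alone gave 357 higher and 518 lower and srp 13 higher and 152 lower, and genes such as AttD were not left out. These reagents share their LacZ libraries, and part of the excess may come from the shared controls. In simulated unchanged reagents on plate pairs 9 and 10, the median number of genes called by both of 2 reagents was 0 and the highest was 1. In that simulation LacZ and all reagents had the same mean for each gene, and genes varied independently. It holds no gene that sets LacZ apart, such as AttD, so it cannot tell how many shared calls come from the shared controls. Across genes, the log2 fold changes of 2 reagents for the same target had a median correlation of 0.0324, against 0.0262 for reagents of different targets (one-sided permutation test over targets with reagents on different plate pairs, p = 0.0003). This call is lost with all 20 LacZ libraries in limma-trend, with 0.00119 (p = 0.132), and without knockdown replicate 1, with 0.0445 (p = 0.0728). The highest value was 0.358, for Lpt, and 97 targets had a negative one. Most genes in this correlation did not differ from LacZ, and genes are not independent replicates.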

We also carefully evaluated potential off-target effects that the RNAi reagents might cause, which were negligible (Supplementary Fig. 1e). We strongly believe that this will be one of our community’s best datasets for the study of GRN inference, which can supplement the yeast gold standard.

In our experiments for building S2 cell GRN, we observe that the random method outperforms most of the competing methods. Many previous works^3,4^ have the same observation that the random method performs better than most of the methods on GRN inference. In the DREAM5 network inference challenge^3^, all the state-of-the-art GRN inference methods perform similar or even worse than the random method for building the yeast GRN. The majority of the state-of-the-art GRN inference approaches do not outperform random methods on several measures for developing particular cell-specific GRNs, according to recent benchmarking work for single-cell GRN inference^4^. All of these show that creating GRNs is still a difficult computational endeavor that requires further work.

In this work, we select the Average Rank Score (ARS) as the metric to assess the GRN inference techniques rather than the Area Under the Precision-Recall (AUPR). This is so that we can assess whether the TF or target gene rankings in the benchmark dataset have been recovered. The ARS is a widely used metric^18^, and focuses on the rankings of the edges in the benchmark network. In contrast, when computing the AUPR score, we treat the edges in the benchmark data as true-positives but the edges not in the gold standard as true-negatives, which might be misleading when the benchmark dataset is incomplete. Therefore, we used ARS to evaluate the performance of GRN inference based on the rankings of the gold standard. In addition, we notice that when a TF has thousands of target genes (for example, Myc), ARS tends to be around 0.5. However, we would like to underscore that this does not create any problem for the comparisons of GRN inference methods. It is because the only way to achieve a low ARS is where the ranking of the TFs/genes in the benchmark dataset is low; the condition is fair for all the GRN inference methods that we have tested.

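After knockdown of Myc, encoded by dm, genes of ribosome biogenesis were lower. Among the genes with the smallest p were Nopp140 and nclb, which act in the nucleolus, mbm, a nucleolar protein of neural stem cells, and CG13185, of which mbm was chosen after its values were seen. The dm gene (chromosome X, 3373159 to 3391697) had 382.5 and 329 CPM after its knockdown and 538.5 and 603 CPM in LacZ, a level of 55.6% (log2 fold change -0.85, SE 0.271, adjusted p = 0.0395 from edgeR's quasi-likelihood test). Of 32 ribosome biogenesis genes, 29 were lower and none was higher (32 lower when adjusted over the list alone), with a median log2 fold change of -1.67. The replicates are unequal for nclb, with 168 CPM in the library of 107184 counts and 37.1 CPM in the other, against 188.6 and 198.8 CPM in LacZ. CG13185 had a log2 fold change of -2.54 (SE 0.215, adjusted p = 3.16e-18), Nopp140 of -1.88 (SE 0.183, adjusted p = 1.18e-14), mbm of -2.41 (SE 0.249) and nclb of -2.11 (SE 0.219, same test). In all, 485 genes were differentially expressed, 114 higher and 371 lower. The labels give 1 reagent for dm, and 1 of its 2 libraries held 107184 counts. The number of called genes depends on the tool and on this library: DESeq2 and edgeR on the 4 libraries alone called 0 genes, limma-trend called 21, and without libraries under 500000 counts, an alternative chosen after the data were seen, edgeR called 796. Against all 20 LacZ libraries, limma-trend called 2276. Without LacZ replicate 2, edgeR called 307. All 32 ribosome biogenesis genes were lower at an unadjusted p under 0.05, but limma-trend, DESeq2 and edgeR on the 4 libraries called 0 of them, and as a set they were not shifted by camera (adjusted p = 0.686, and 0.999 with an estimated correlation).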

To the best of our knowledge, most previous works use the fraction of the correctly predicted TF-gene pairs to show the competitiveness of their method. However, such a measure does not assess which method better predicts regulators for a given gene. In this study, we propose a new rank-based metric that is gene-centric. Using the new metric, we can evaluate whether the predicted regulators for a gene are consistent with the benchmarking data. As can be appreciated from Fig. 2a, this is a much more challenging task, and our method outperformed competing approaches by the new metrics. This gives us confidence that our method is very competitive in predicting regulators in general. From our experiments for scRNA-Seq, we demonstrated that we could pinpoint predicted cell type-specific regulators based on cell type-specific gene expression. However, we have no objective test to judge whether NetREX-CF is more successful than others in identifying “important" regulators.

We believe that the general approach presented in this study together with collected data provides not only an important step toward reconstructing better GRNs, but it has also the potential to become a paradigm for addressing other optimization problems in computational biology.

## Methods

### The experimental procedure of the RNAi experimental data

#### Selection of TFs for RNAi-mediated knockdown and setting up for RNAi treatment

We aimed to knock down every TFs expressed in *Drosophila* S2 cells for work in gene expression network reconstruction. To facilitate gene selection, we used a curated list of known and predicted transcription factors based on experimental evidence of DNA binding and homology for example provided by the Harvard *Drosophila* RNAi Screen Center (DRSC, Boston, MA). The list also includes genes with potential transcription cofactor activities and chromatin association with ranks (Supplementary Data 1). We then removed TFs that were not expressed in S2R+ cells (an isolate of Drosophila S2 cells, used in our RNAi treatment and RNA-Seq) according to our previous work^23^ and selected the top 488 ranked TFs (Ranks 1–7 in Supplementary Data 1) as RNAi targets. We used two dsRNA reagents per TF encoding gene whenever possible (452 targets), although in some cases only one reagent was used (36 targets). The RNAi treatments were duplicated and performed on a total of twenty 96-well plates (1920 samples, Supplementary Fig. 1). On each 96-well plate, we had two control RNAi samples. First, cells treated with dsRNA for Diap1 (Death-associated inhibitor of apoptosis 1 = thread) served as a visual control of dsRNA delivery since its function is essential for apoptosis prevention^81^; the knockdown leads to noticeable cell death. Second, each plate included cells treated with dsRNA for *E. coli* *LacZ* gene as a sham control (hereafter, *dsLacZ*). We used these *dsLacZ* treated cells from each plate as a control for our differential expression analyses, which minimized the potential batch effects.

#### S2R+ cell culture and treatment of dsRNA

*Drosophila* S2R+ cell culture and RNAi-mediated knockdown of TFs were performed at the Harvard *Drosophila* RNAi Screen Center (DRSC, Boston, MA). 2.7 ug of dsRNA in 27 uL RNase-Free water was pre-loaded onto 96-well plates before the cells. Cells were diluted from confluency by spinning at 1300 rpm for 3 min and adding serum-free media to have 1e5 cells/mL. We transferred 53 uL of the suspension (~5300 cells) to the dsRNA-containing 96-well plates. We incubated cells for 30 min to settle down, then added 160 uL of complete media with 10% FBS per well. We incubated the cells at 25 °C for 24 h. We removed media using a 12-well vacuuming wand. We lysed the cells with 150 uL of RLT buffer (Qiagen, Valencia, CA, Cat. No. 79216) by pipetting up and down five times. Lysates were stored at −80 °C until RNA extraction. Detailed protocols, the list of transcription factors, and raw and processed expression profiles can be found at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession ID GSE81221. Each plate had two control wells. We added dsRNA for LacZ in one well, and used it in our differential expression analysis. In the other well, we treated cells with dsRNA for DIAP1; we observed cell deaths from the wells for our visual inspection of dsRNA uptake. We used two different dsRNA reagents for 452 target genes; only one reagent was used for the rest 36 targets.

#### Preparation of RNA-Seq library

We extracted total RNA using RNeasy 96 kits (Qiagen, Valencia, CA) based on the manufacturer’s guideline (Protocol for Isolation of Total RNA from Animal Cells using spin technology, Cat#19504). We prepared PolyA+ RNA-Seq libraries as in described previously^82^. We added spike-in RNA from the External RNA Control Consortium (ERCC, Baker et al.)^83^ during the RNA fragmentation step. For RNAi control samples (dsRNA for *LacZ*), we added ERCC pool 78A. For the rest of the samples, we added ERCC pool 78B. They are from the National Institute of Standards and Technology (Standard Reference Material 2374^84^). We incorporate dUTP during the second strand synthesis of the reverse transcription step in order to generate strand-specific libraries. We ligated 24 different indexed adapters from TruSeq v2 kit (Illumina, San Diego, CA) to reverse-transcribed cDNA for multiplexed sequencing. We enzymatically removed dUTP-incorporated strands from the ligation outcome before PCR using Uracil-DNA glycosylase (Thermo Fisher Scientific, Waltham, MA). Sequencing was done with Illumina HiSeq 2500 (Illumina, San Diego, CA) as 50 bp single-end sequencing at the NIDDK Genomics Core (Bethesda, MD).

#### Data processing of RNA-Seq

In order to evaluate replicate reproducibility, we compared gene expression levels in log2 FPKMs. Correlation between replicates ranged from 0.99 to 1.0 (Pearson’s *r*, Supplementary Fig. 1b). 

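Replicates were compared by Pearson's r of log2(FPKM + 1) over the 8534 tested genes. Between the 2 replicates of a reagent, the median r was 0.937, and values ranged from 0.372 to 0.965 over 940 reagents. All 940 values lay under 0.99 and 181 under 0.92. Over the 899 reagents with at least 500000 counts in both libraries, the median was 0.938, the lowest value 0.7825 and 140 values lay under 0.92. The 2 LacZ libraries of a plate pair had a median r of 0.926, between 0.903 and 0.948 on the 10 plate pairs. The value depends on how low FPKM enter: with no filter on FPKM the median was 0.974, and with a pseudocount of 0.1 it was 0.913. The replicates lie on different plates, and r is across genes, which are not independent replicates.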

When all samples were pairwisely compared, Pearson’s r coefficients were between 0.92 and 1.0. 

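Over all 1804050 pairs of libraries, Pearson's r of log2(FPKM + 1) had a median of 0.901 and ranged from 0.289 to 0.9715. Of these pairs, 1164399 lay under 0.92. Among libraries of at least 500000 counts, the lowest value was 0.578 and the median 0.9045.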

From the pairwise comparison, we observed a small degree of batch effects. We performed our experiments in a standard 96-well plate format, where we treated S2R+ cells with dsRNA, isolated cellular RNA, and prepared libraries in 96-well plates. 

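Libraries of 1 plate had a median r of 0.9345 (median over the 20 plates), and libraries of different plates had a median of 0.898, with 0.827 for the least and 0.947 for the most similar plates. By the plate numbers of the labels, the plates of plate pairs 5 to 8 were closest to each other (median r 0.941 over 28 pairs of plates). Plates of plate pairs 1 to 4 had 0.913 among themselves and 0.883 with those of plate pairs 5 to 8. Plates of plate pairs 9 and 10 had 0.9305 among themselves, 0.907 with plate pairs 1 to 4 and 0.860 with plate pairs 5 to 8.

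**Figure D6:**
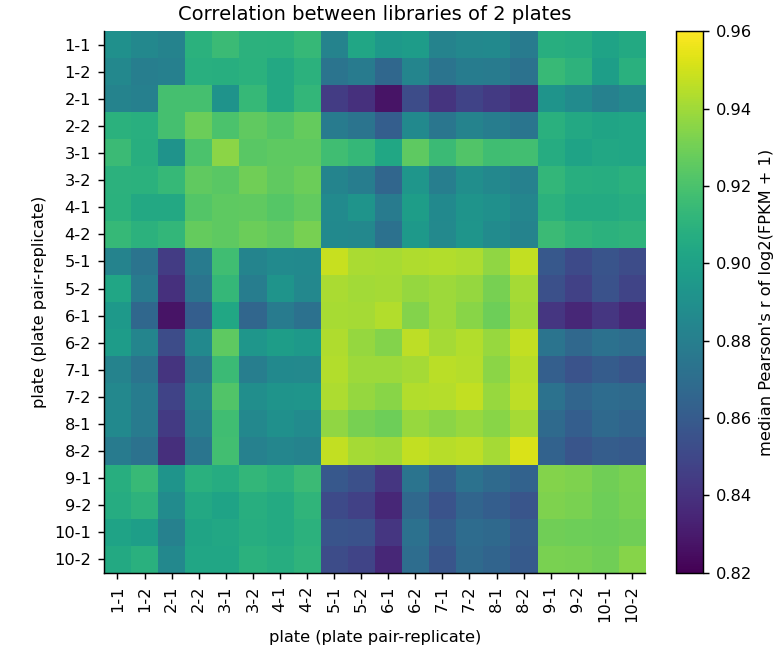
Median Pearson's r of log2(FPKM + 1) (color) between the libraries of each plate (vertical axis) and each other plate (horizontal axis), with plates named by plate pair and replicate. Plates of plate pairs 5 to 8 form a block of high values, with a median of 0.941, and have lower values with plate pairs 9 and 10, with a median of 0.860.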

When we compared gene expression levels from different plates (Supplementary Fig. 1b), we observed a lower correlation among plates especially when Plates 1–8 were compared to Plates 9–16, although the difference was very small (plate numbers are by our definitions). We do not know if the observed batch effect is due to biological reasons (e.g., confluency, or nutritional condition of cells that were plated), technical reasons, or both. 

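A small set of genes differed between LacZ and many knockdowns, and 1 of them, AttD, between LacZ and nearly all. AttD, CecA1 and edin, which encode antimicrobial peptides or are induced with them in the immune response, were lower in most knockdowns, and Psa, a puromycin-sensitive aminopeptidase, was higher. AttD (chromosome 3R, 17625268 to 17626086) was lower in 913 of 940 reagents and higher in none, and for 429 targets both reagents called it lower. Its median log2 fold change was -4.03. In the 20 LacZ libraries AttD had 8.04 to 25.4 CPM with a median of 20.0 CPM, and in the knockdown libraries it had a median of 1.08 CPM. CecA1 was lower in 792 reagents, with medians of 7.34 CPM in LacZ and 0.654 CPM in the knockdowns, and edin in 651 reagents. Psa was higher in 723 reagents (median log2 fold change 0.52), with medians of 267 and 388.5 CPM. Further genes called the same way by both reagents of many targets were CG32170, lower in 229 reagents, PGRP-SD, a peptidoglycan recognition protein, lower in 172, ome lower in 144, CG14253 lower in 125, pirk, an inhibitor of immune signalling, lower in 94, and Hmg-2 higher in 135. Of the 12 immune response genes tested, at least 1 was lower in 914 reagents. The calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each reagent, against the LacZ libraries of the same plates. The LacZ levels of AttD on all 20 plates lie above the 95th percentile of the knockdown libraries, which is 3.03 CPM, while for Psa the highest LacZ level, 306.6 CPM, lies above the 5th percentile of the knockdown libraries, 303.3 CPM.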

To minimize the impact of this batch effect, we performed our differential expression analysis by comparing dsRNA-treated samples to the controls (*dsLacZ*) from the sample plates.

Before the differential expression analysis, we wanted to estimate the knockdown efficiencies for the selection of “better" RNAi samples, but we found that dsRNA reagents are still detected after the rigorous polyA+ mRNA enrichment step (Supplementary Fig. 1c, shown as “double-stranded" in our strand-specific RNA-Seq). 

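Several TFs that are scarcely expressed in S2R+ cells had much higher RNA counts after treatment with dsRNA against them. Crg-1, a forkhead TF, had 3119 and 2838 CPM after its knockdown and 5.31 and 6.22 CPM in LacZ (log2 fold change 9.08, SE 0.2495, adjusted p = 1.43e-60 from edgeR's quasi-likelihood test). The homeobox gene btn had log2 fold changes of 7.85 (SE 0.56) and 7.18 (SE 0.349) with its 2 reagents, with 74.0 and 170.2 CPM and with 107 and 178 CPM, while its LacZ libraries had at most 1.02 CPM. Further targets with high levels were the zinc finger genes CG4496 with 2976 and 308 CPM against 11.0 and 12.1 CPM in LacZ, CG7963 with 59.0 and 25.1 CPM against 0 and 0.486 CPM, and ranshi with 381 and 425 CPM against 4.08 and 3.70 CPM. CG9215 had 49320 CPM in 1 library, which held 7907 counts, and 43.4 CPM in the other, against 30.0 and 26.4 CPM in LacZ. In total, with 304 of 934 reagents the target was called higher than in LacZ after its own knockdown. The other reagents of CG4496 and ranshi left their targets at 191.5% and 393% of LacZ, and that of CG9215 at 56.4%. Of these targets, ranshi was chosen after its values were seen. The deposited counts give no separate number for reads from dsRNA.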

To account for reads from residual dsRNA reagents in differential expression analysis, we removed any reads that are entirely mapped to dsRNA target regions from both target-specific RNAi samples as well as controls (dsRNA for LacZ). In doing that, we used featureCounts as above using a custom gene annotation file that includes only dsRNA reagents but counted for both strands. Then we performed differential expression analysis using an R package DESeq2 version 1.30.0^85^ to determine gene expression changes as well as the target gene deletion. We filtered out the outcome based on the expression cutoff above (FPKM = 0.84). The calculated RNAi efficiency is provided in Supplementary Data 1. 

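The dsRNAs differed in how far they lowered genes that the paper names. Myb, E2f1, Sfmbt, a Polycomb group protein, and kay, the Fos of the fly, were lowered to less than 50% of LacZ by at least 1 reagent, as were the checkpoint kinase gene grp and E[z], the methyltransferase of Polycomb repression. Jra, the Jun partner of kay, foxo, the TF of insulin signalling, Sox14, phol, Pcl and the Mediator genes MED23, MED24 and MED26 were not. Sfmbt remained at 29.4% and 32.0% (log2 fold change -1.77, SE 0.165, adjusted p = 3.05e-15, and -1.64, SE 0.102, adjusted p = 1.87e-27 from edgeR's quasi-likelihood test). E[z] remained at 33.9% with 1 reagent and had 99.2% with the other, grp 29.7% and 103%, kay 41.1% and 77.7%, and MED1 36.2% and 183%, where the second MED1 reagent had 284.6 and 62.6 CPM against 99.25 and 108.4 CPM in LacZ and was not called (adjusted p = 0.442). Sox14 had 80.4% and 93.0%, Jra 107.5% and 99.5% and MED24 74.4% and 88.5% of LacZ, and none of these differences passed the test. The replicates of the Jra reagents lay apart, at 101.2 and 300.9 CPM and at 29.4 and 325 CPM, so that these levels rest on 1 library each. The foxo gene had 752% and 379% of LacZ (log2 fold changes 2.91, SE 0.301, and 1.92, SE 0.242, with 121 and 23.6 CPM in the replicates of the first), and CycC, the cyclin of the Mediator kinase module, 202% and 256.5%. In total 725 of 934 reagents, 77.6%, left their target above 50% of its level in LacZ, with the reads of residual dsRNA counted in.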

We observed that 22% of the dsRNA led to less than 50% of the target gene expression reduction (Supplementary Fig. 1d). For our network construction, therefore, we used RNAi samples with better efficiency when two different reagents were used for a single target. 

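For a number of targets the 2 reagents gave different counts of the target gene, with reads of residual dsRNA counted in. The first E2f1 reagent lowered E2f1 and the second raised its counts. Of the reagents against cnc, 1 lowered cnc and the other had higher counts in 1 library and lower counts in the other, while both reagents against HLH106, Xbp1, Dp and Xrp1 lowered the target. Over all targets with 2 reagents, both called the target lower for 68 targets and higher for 67, and for 36 targets 1 reagent called it lower and the other higher. Of the 488 targets, 192 had at least 1 reagent with which the target was lower by edgeR's test. With the lower of the 2 levels for each target, the median level over 485 targets was 74.2% of LacZ, and 66.6% of targets stayed above 50%. Reads of residual dsRNA, which the paper removed, are part of these levels, so a high level need not mean a weak knockdown. From the share of dsRNAs with a weak reduction, the paper reasons that the reagent with the better efficiency is to be used for its network when a target had 2.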

The median knockdown efficiency was 76.6% reduction at the RNA level.

### Collecting S2 cell expression profiles

We identified 600 S2 cell RNA-Seq datasets in the SRA (GSE117217). We downloaded and extracted FASTQs using fastq-dump (v2.10.1; –split-3 –skip-technical –minReadLen 20) and trimmed reads for low quality bases and adapter sequence using atropos (v1.1.25^86^; -q 20). We aligned reads using hisat2 (v2.1.0^87^; –max-intronlen 300000 –known-splice-sites), against the *Drosophila* reference genome (Release 6 plus ISO1 MT; GCA_000001215.4), and generated read counts using featurecounts (Subread package v1.6.4^88^).

### Construction of S2 cell prior networks

We identified 250 S2 cell TF ChIP-Seq datasets along with their input controls (Supplementary Data 2). We downloaded and extracted FASTQs using fastq-dump (v2.10.1; –split-3 –skip-technical –minReadLen 20) and trimmed reads for low quality bases and adapter sequence using cutadapt (v2.7^89^; -q 20). We aligned reads using bowtie2 (v2.3.5^90^) against the *Drosophila* reference genome (Release 6 plus ISO1 MT; GCA_000001215.4) and filtered low quality alignments and multi-mapping reads with samtools (v1.9^91^; -q 20). Next, we merged technical replicates and removed duplicated reads with picard MarkDuplicates (v2.21.6^92^). To map putative TF binding sites, we used macs2 (v2.2.4^93^; -g dm –bdg –nomodel –extsize 147) to call peaks. We constructed the ChIP-Seq weight matrix similar to the motif matrix. First, we removed peaks that overlapped multiple genes. Next we assigned a peak to a gene if it overlapped the gene body plus 1kb upstream. Finally, we created a TF-Target gene weight by calculating the average peak score.

We downloaded TF DNA binding motifs from 5 *Drosophila* databases (OnTheFly^46^, FlyFactorSurvey^47^, FLYREG v2^48^, iDMMPMM^94^, and DMMPMM^50^). We mapped motifs to the *Drosophila* reference genome (Release 6 plus ISO1 MT; GCA_000001215.4) using FIMO (MEME Suite v5.1.0^95^). Next, we wanted to assign binding locations to individual genes. First, we filtered out binding locations that overlapped 2 or more annotated genes (FlyBase r6.26). Next, we assigned all locations that mapped within the gene body plus 1 kb upstream of the gene start. Finally, we combined motif binding sites from all five databases and used the maximum binding score for a given TF-Target Gene pair to build the motif weight matrix.

To increase the number of TFs with prior information, we used 200 S2 cell expression profiles to construct a co-expression network containing all 457 TFs. These 200 samples were then excluded from GRN prediction. To build the co-expression network, we first calculated Pearson product-moment correlation coefficients between TFs and all genes. We then removed edges between TF-gene pairs if their correlation coefficient is <0.7.

### Defining the gold-standard edges based on the RNAi experiment

We generated a gene-level read count matrix. We used the gene annotation from Flybase version 6.26^96^. We performed differential expression analysis to measure gene expression changes between the samples with knockdown of transcription factors versus the control (dsRNA for LacZ). We used DESeq2 version 1.26.0^85^. In doing that, we adjusted the read counts on dsRNA target genes since we found that residual dsRNA reagent is captured in our RNA-Seq. From the differential expression analysis, we consider a TF-gene pair as a gold standard edge if the Log2 fold changes >1 or <−1 or the adjusted p-values are less than 0.05.

### NetREX-CF model

Before describing the mathematical foundation of the NetREX-CF model, we provide a brief overview of the CF model and the sparse NCA-based network model, respectively. Next, we formally introduce the integration of these two models.

#### Collaborative filtering model

As illustrated in Supplementary Fig. 2, to reconstruct GRNs we might have access to several prior networks, each of which reflects a different perspective of the gene regulation process. Here we illustrate three prior networks: the Motif prior network, the Knockout prior network, and the ChIP prior network. In general, the prior networks are partial observations of the gene regulation process and therefore incomplete. The incompleteness of prior networks can be further demonstrated by Table 1 in the main paper, where there are only a small number of overlaps between the yeast prior networks and the gold standard GRN. Previous prior-based GRN reconstruction methods^9^ typically make efforts to preserve those edges in the prior networks into the final GRN reconstruction but are unable to predict new edges to resolve the incompleteness of the prior networks.

CF, a machine learning technique, is an approach to mitigate the incompleteness of the prior networks. CF is able to make predictions based on partial observation. Given a set of prior networks *P* = {*P*^1^, . . . *P*^*d*^}, the mathematical formulation of CF can be presented by

5 $$\begin{array}{rlr}\mathop{\min }\limits_{{x}_{i},{y}_{j}}:&{\sum }_{i,j}{C}_{ij}{\left({B}_{ij}-{x}_{i}^{T}{y}_{j}\right)}^{2}&\\ s.t.&{\left\Vert {x}_{i}\right\Vert }^{2}\le 1,\,\forall i\\ &{\big\Vert {y}_{j}\big\Vert }^{2}\le 1,\,\forall j.\end{array}$$

We recall that *x*_*i*_ and *y*_*j*_ are hidden feature vectors for gene *i* and TF *j*, respectively, and *B*_*ij*_ is a binary number that equals to 1 when we observe the edge between gene *i* and TF *j* in any prior and equals to 0 otherwise. *B*_*ij*_ encodes that predictions that feature vectors need to make. $${C}_{ij}=1+a{\sum }_{k}{P}_{ij}^{k}$$ is the penalty for learning the edge between gene *i* and TF *j*. Larger *C*_*ij*_ implies *B*_*ij*_ = 1 and also encourages the dot product $${x}_{i}^{T}{y}_{j}$$ between gene feature vector *x*_*i*_ and TF feature vector *y*_*j*_ to be $${x}_{i}^{T}{y}_{j}=1$$. Details of the CF model are illustrated in Supplementary Fig. 2a.

After solving the optimization problem (5), we can use $${x}_{i}^{T}{y}_{j},\,\forall i,j$$ to predict edges that are not in the prior networks. Because of the constraints in (5), we know $${x}_{i}^{T}{y}_{j}\in [-1,1]$$ based on Cauchy-Schwarz inequality. $${x}_{i}^{T}{y}_{j}$$ is close to 1 implies that the CF method recommends the edge between gene *i* and TF *j*. However, to obtain reliable predictions, it is beneficial that the correctness of the edge recommendation is further confirmed by other methods.

#### Sparse NCA-based network model

Other than utilizing prior information, such as binding properties, we can use gene expression to help build reliable GRNs. Currently, the state-of-art methods to use gene expression for reconstructing GRNs are NCA-based approaches^2,5,6,12–16^. However, in order to use the NCA model, we need a prior network in addition to gene expression data. Given gene expression $$E\in {{\mathbb{R}}}^{n\times l}$$ for *n* genes in *l* samples and a prior network $$S\in {{\mathbb{R}}}^{n\times m}$$, the sparse NCA-based network model can be presented as

6 $$\begin{array}{rl}\mathop{\min }\limits_{S,A}:&{\left\Vert E-SA\right\Vert }_{F}^{2}+{\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}{\parallel} S{\parallel }_{F}^{2}+\mathop{\sum}\limits_{i,j}{\eta }_{ij}{\big\Vert {S}_{ij}\big\Vert }_{0},\end{array}$$

where the first term is the basic NCA model^12^ ($$A\in {{\mathbb{R}}}^{m\times l}$$ is the TF activity for *m* TFs in *l* samples) and the second and third terms are standard regularization terms and the last term involving *ℓ*_0_ norm that is able to induce sparsity of the given prior network. Therefore, solving (6) would yield a refined GRN that only retains key edges from the prior network. The details of the sparse NCA-based network model is illustrated in Supplementary Fig. 2b. Since in most cases, we do not have a prior network, we need to build a reliable prior based on multiple sources of prior information.

#### Formulation of the NetREX-CF model

Here we propose to integrate both CF model and the Sparse NCA-based network model. As we mentioned that the CF model needs a way to confirm the recommended edges and the sparse NCA-based network model needs a prior network with which to work. Therefore, it is natural to combine these two models together. The CF model can recommend a prior network for the sparse NCA-based network model, and as a reward, the sparse NCA-based network model is able to confirm the recommended edges and thus allow the CF model to predict new edges. The mathematical formulation of the NetREX-CF model is

7 $$\mathop{\min }\limits_{S,A,{x}_{i},{y}_{j}}	: \left[{\left\Vert E-SA\right\Vert }_{F}^{2}+{\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}\parallel \!\!S{\parallel }_{F}^{2}+\mathop{\sum}\limits_{i,j}{\eta }_{ij}{\Vert {S}_{ij}\Vert }_{0}\right]+\lambda \left[\mathop{\sum}\limits_{i,j}{{{{{\varOmega}} }}}_{ij}{\left({{{{{\varTheta}} }}}_{ij}-{x}_{i}^{T}{y}_{j}\right)}^{2}\right] \\ 	s.t.\quad {\Vert {x}_{i}\Vert }^{2}\le 1,\,\forall i\\ 	{\Vert {y}_{j}\Vert }^{2}\le 1,\,\forall j.$$

The first square bracket is the sparse NCA-based model and the second square bracket is the CF model. *λ* is the balance between these two models. In the NetREX-CF model, we define *Θ*_*ij*_ = ∥*S*_*ij*_∥_0_ ⊕ *B*_*ij*_ = ∥*S*_*ij*_∥_0_ + (1 − ∥*S*_*ij*_∥_0_)*B*_*ij*_ (⊕ is XOR operation) to let the CF model not only predict edges in the prior networks *B*_*ij*_, but also take into account the edges confirmed by the sparse NCA-based model *S*_*ij*_. Furthermore, *Ω*_*ij*_ is defined as $${{{{{\varOmega}} }}}_{ij}={\bar{C}}_{ij}{\parallel}{S}_{ij}{\parallel }_{0}+{C}_{ij}(1-{\parallel} {S}_{ij}{\parallel }_{0})$$, where $${\bar{C}}_{ij}$$ is the user defined penalty for edges confirmed by the sparse NCA-based model *S*_*ij*_ ≠ 0 and *C*_*ij*_ is the penalty for edges not in *S* (*S*_*ij*_ = 0). The details of the NetREX-CF model is illustrated in Supplementary Fig. 2c, d. The details of how to select all the user defined parameters of the NetREX-CF model are elaborated in Supplementary Note 3.

Once we put the definition of *Ω*_*ij*_ and *Θ*_*ij*_ into (7) and we put ∑_*ij*_*η*_*ij*_∥*S*_*ij*_∥_0_ into the second square bracket, we have

8 $$\mathop{\min }\limits_{S,A,{x}_{i},{y}_{j}}:	 \left[{\left\Vert E-SA\right\Vert }_{F}^{2}+{\lambda }_{A}{\parallel} A{\parallel }_{F}^{2}+{\lambda }_{S}{\parallel} S{\parallel }_{F}^{2}\right]\\ 	+\lambda \left[\mathop{\sum}\limits_{i,j}{\bar{C}}_{ij}{\parallel} {S}_{ij}{\parallel }_{0}+{C}_{ij}\big(1-{\parallel} {S}_{ij}{\parallel }_{0}\big){\big({\parallel} {S}_{ij}{\parallel }_{0}+\big(1-{\parallel} {S}_{ij}{\parallel }_{0}\big){B}_{ij}-{x}_{i}^{T}{y}_{j}\big)}^{2}+\mathop{\sum}\limits_{i,j}{\eta }_{ij}{\big\Vert {S}_{ij}\big\Vert }_{0}\right]\\ 	s.t.{\Vert {x}_{i}\Vert }^{2}\le 1,\,\forall i\\ 	{\Vert {y}_{j}\Vert }^{2}\le 1,\,\forall j.$$

Then the function in the first square bracket is continuous and we define it as *H*(*S*, *A*). The function in the second square bracket is lower semi-continuous (Supplementary Note 1) and we define it as *F*(*S*, *X*, *Y*). Clearly, we cannot separate ∥*S*_*ij*_∥_0_ from *x*_*i*_ and *y*_*i*_ and put every term involving ∥*S*_*ij*_∥_0_ together as a separated term. To the best of our knowledge, there is no known method that is able to solve the optimization problem (8). In the following, we elaborate on the algorithm we developed to solve the NetREX-CF model.

### The NetREX-CF algorithm

Because current methods cannot solve problem (8), where the variables that need to be optimized are coupled in the non-smooth terms, we propose a GPALM algorithm that is an extension of the PALM algorithm^22^. GPALM can be used to solve this class of optimization problem that involves inseparable *ℓ*_0_ norm, which is when *ℓ*_0_ norm cannot be separated from other optimized variables as a separated term. The format of the problem that GPALM can solve is provided in Supplementary Note 1. The GPALM algorithm and its convergence proof are provided in Supplementary Note 2. Here we directly applied the GPALM algorithm to solve our NetREX-CF model. The algorithm is listed as follows.

The proximal operator used in the algorithm is defined as:

9 $${{{{{{{{\rm{prox}}}}}}}}}_{\lambda }^{\sigma }\left(x\right):= \arg \min \left\{\sigma (u)+\frac{\lambda }{2}\left\Vert u-x\right\Vert ,u\in {{\mathbb{R}}}^{d}\right\}$$

The proximal operator and proximal gradient methods are often applied to replace conventional smooth optimization techniques for functions that are not continuous but can be approximated by well-behaving functions (or have other nice bounding properties).

We show in the following that, for all proximal operators used in the above algorithm, we can compute the corresponding update steps by either using a closed-form that we are able to derive or by reducing the computation to a convex optimization problem.

#### Update *A*

The proximal operator (15) has a closed-form solution.

10 $$A\in {{{{{{{{\rm{prox}}}}}}}}}_{{\mu }_{A}^{k}}^{H\left(\cdot ,{S}^{k}\right)}\left({A}^{k}\right)={\left({({S}^{k})}^{T}{S}^{k}+\frac{2{\lambda }_{A}+{\mu }_{A}^{k}}{2}I\right)}^{-1}{\left({E}^{T}{S}^{k}+\frac{{\mu }_{A}^{k}}{2}{({A}^{k})}^{T}\right)}^{T},$$

where $${\mu }_{A}^{k}$$ is the Lipschitz constant that can be computed by $${\mu }_{A}^{k}={\left\Vert {({S}^{k})}^{T}{S}^{k}+{\lambda }_{A}I\right\Vert }_{F}$$.

#### Update *S*

Similarly, the proximal operator (16) also has a closed-form solution.

11 $${S}_{ij}^{k+1}\in {{{{{{{{\rm{prox}}}}}}}}}_{{\mu }_{{S}_{i}}^{k}}^{F\left(\cdot ,{x}^{k},{y}^{k}\right)}\left({S}_{i}^{k}-\frac{1}{{\mu }_{{S}_{i}}^{k}}{\nabla }_{{S}_{i}}H\left({A}^{k+1},{S}_{i}^{k}\right)\right)=\arg \min \left\{{\left({S}_{ij}-{U}_{ij}^{k}\right)}^{2}+{c}_{ij}^{2}{\left\Vert {S}_{ij}\right\Vert }_{0}\right\},$$

where $${c}_{ij}=\sqrt{\frac{2}{{\mu }_{{S}_{ij}}^{k}}\left\{\lambda \left[{\bar{C}}_{ij}\big(1-{B}_{ij}\big)\big(1+2\big({B}_{ij}-{x}_{i}^{T}{y}_{j}\big)\big)+\big({\bar{C}}_{ij}-{C}_{ij}\big){\big({B}_{ij}-{x}_{i}^{T}{y}_{j}\big)}^{2}\right]+\,{\eta }_{ij}\right\}}$$ and $${\mu }_{S}^{k}$$ is the Lipschitz constant that can be computed by $${\mu }_{S}^{k}={\left\Vert {A}^{k+1}{({A}^{k+1})}^{T}+{\lambda }_{S}I\right\Vert }_{F}$$. Therefore, the closed solution of the above problem is

12 $${S}_{ij}^{k+1}=\left\{\begin{array}{ll}x{U}_{ij}^{k},&{{{{{{{\rm{if}}}}}}}}\,\left\vert {U}_{ij}^{k}\right\vert \, > \, {c}_{ij};\\ \left\{0,{c}_{ij}\right\},&{{{{{{{\rm{if}}}}}}}}\,\left\vert {U}_{ij}^{k}\right\vert ={c}_{ij};\\ 0,&o.w..\end{array}\right.$$

#### Update *X*

Each row *x*_*i*_ of *X* needs to be updated by solving the following proximal operator.

13 $$\begin{array}{rl}{x}_{i}^{k+1}&\in {{{{{{{{\rm{prox}}}}}}}}}_{{\mu }_{x}^{k}}^{F\left({S}^{k+1},\cdot ,{y}^{k}\right)}\left({x}_{i}^{k}\right)=\arg \mathop{\min }\limits_{\parallel {x}_{i}{\parallel }^{2}\le 1}\left\{{x}_{i}^{T}\phi {x}_{i}-\varphi {x}_{i}\right\},\end{array}$$

where $$\phi =\frac{{\mu }_{x}^{k}}{2}{I}_{h\times h}+{Y}^{k}\widetilde{A}{{Y}^{k}}^{T}$$ and $$\varphi =2{\bar{S}}_{i}\widetilde{A}{{Y}^{k}}^{T}+{\mu }_{x}^{k}{{x}_{i}^{k}}^{T}$$. $$\widetilde{A}$$ be the diagonal matrix with the values $${\bar{A}}_{i1},{\bar{A}}_{i2},..{\bar{A}}_{im}$$ on the diagonal, where $${\bar{A}}_{ij}=\lambda \left({\bar{C}}_{ij}+({\bar{C}}_{ij}-{C}_{ij}){\left\Vert {S}_{ij}^{k+1}\right\Vert }_{0}\right)$$. And $${\bar{S}}_{i}$$ is defined as $${\bar{S}}_{i}=\big[{\big\Vert {S}_{i1}^{k+1}\big\Vert }_{0}\oplus {B}_{i1},..,{\big\Vert {S}_{in}^{k+1}\big\Vert }_{0}\oplus {B}_{im}\big]$$. Since the problem becomes a Quadratically Constrained Quadratic Program (QCQP), we leave the rest to the CVXPY python package^97,98^.

#### Update *Y*

Each row *y*_*i*_ of *Y* needs to be updated by solving the following proximal operator.

14 $${y}_{j}^{k+1}\in {{{{{{{{\rm{prox}}}}}}}}}_{{\mu }_{Y}^{k}}^{F\left({S}^{k+1},{x}^{k},\cdot \right)}\left({y}_{j}^{k}\right)=\arg \mathop{\min }\limits_{\parallel {y}_{j}{\parallel }^{2}\le 1}\left\{{y}_{j}^{T}\phi {y}_{j}-\varphi {y}_{j}\right\},$$

where $$\phi ={X}^{k+1}\widetilde{A}{{X}^{k+1}}^{T}+\frac{{\mu }_{y}^{k}}{2}{I}_{p\times p}$$ and $$\varphi =2{{\bar{S}}_{j}^{T}}\widetilde{A}{{X}^{k+1}}^{T}+{\mu }_{y}^{k}{{y}_{j}^{k}}^{T}$$. $$\widetilde{A}$$ that is also a diagonal matrix with the values $${\bar{A}}_{1j},{\bar{A}}_{2j},..{\bar{A}}_{mj}$$ on the diagonal and $${\bar{S}}_{j}={\big[{\big\Vert {S}_{1j}^{k+1}\big\Vert }_{0}\oplus {B}_{ij},..,{\big\Vert {S}_{nj}^{k+1}\big\Vert }_{0}\oplus {B}_{nj}\big]}^{T}$$. Since the problem also becomes a QCQP, we leave the rest to the CVXPY python package. We extend the original PALM algorithm^22^ and propose the GPALM algorithm that can solve more general problems. The format of the problem that GPALM can solve is explained in Supplementary Note 1. The actual algorithm and its convergence proof are provided in Supplementary Note 2 (Table 5)..

**Table 5:** The NetREX-CF algorithm.

### Statistics and reproducibility

Differentially gene expression analysis was implemented by DEseq2^85^ on S2 cell RNAi experiments with total 400 samples (adjusted *p* value < 0.05). Gene set enrichment analysis was done by GSEAPY^99^ (v0.10.5) with 1000 random permutations. Gene Ontology enrichment analyses R package clusterProfiler^100^ (3.18.1).

## Supplementary information

Transparent Peer Review File

Editorial Assessment Report

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The expression data used to build the yeast GRN are obtained from the Gene Expression Omnibus (GEO) with accession IDs GSE1990, GSE4654, and GSE18. The prior data used to build the yeast GRN are obtained from GSE34306(GEO), E-MTAB-311(ArrayExpress), E-MTAB-440(ArrayExpress), and GSE6273(GEO). The S2 cell RNAi datasets generated during and/or analyzed during the current study are available at GSE81221(GEO) and GSE8975(GEO). The S2 cell gene expression data are available at GSE117217 (GEO). Source data underlying Figs. 3b–f and 4d are provided at https://figshare.com/projects/NetREX-CF_figures/151416.

## Code availability

The source code of NetREX-CF is available at https://github.com/EJIUB/NetREX_CF. The Zenodo DOI is 10.5281/zenodo.7178603.

# Supplementary material for: NetREX-CF integrates incomplete transcription factor data with gene expression to reconstruct gene regulatory networks
**Source:** Commun Biol. 2022 Nov 23;5:1282. doi: 10.1038/s42003-022-04226-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File: Supplementary Data 1

Description: List of TFs and Genes information in the RNAi experiments.

File: Supplementary Data 2

Description: SRA ids of collected TF ChIP-seq data.

How the deposited data were processed for this re-analysis (not part of the article)

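RNA of S2R+ cells treated with dsRNA against 488 target genes or against LacZ was sequenced by the authors, and the 1900 libraries with their labels were analysed here as 940 reagents of 2 libraries each and 20 LacZ libraries. The authors aligned the reads with TopHat2 2.0.10 to BDGP6 and obtained the count values with HTSeq as raw read counts per gene, with no normalization. The FPKM values were computed by the authors with Cufflinks 2.2.1, which scales by gene length and library size. The versions are those in the submitters' notes, which give none for HTSeq. The counts were used for every test, and FPKM for the choice of genes, for the correlations between libraries and for 1 alternative of the target level. The counts cover 17409 genes and 96 spike-ins. Reads outside genes and reads that fit more than one gene stayed out of the library sizes, at a median of 12.3% and 2.80% of the counts in genes. Reads from residual dsRNA remain in these counts.

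Knockdown libraries held a median of 5376194 counts in genes and LacZ libraries 4867906, and 43 knockdown libraries held under 500000. At this depth and with 2 libraries on each side, a simulation on plate pair 7 with 50 changed genes for each fold recovered 84% of genes at a fold of 1.5 and 92% at a fold of 2 with edgeR, with 9 false calls and 0 calls in an unchanged reagent. Limma-trend recovered 46% and 50%, DESeq2 with 2 libraries against 2 recovered 80% and 88%, and edgeR with 2 against 2 had 20 false calls.

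Genes with a mean FPKM of at least 0.84 over all libraries were tested. Each plate pair was fitted with edgeR 4.0.16 in R 4.3.3, with a group for each reagent and for LacZ, TMM scaling and the quasi-likelihood F test against the 2 LacZ libraries. P values were adjusted by the method of Benjamini and Hochberg over the genes of each reagent, and not over reagents. A standard error of 10 or more, which marks a gene without counts on one side, is not given. Replicates are the 2 plates of a plate pair. Target level is 2 to the power of the log2 fold change, in percent. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and, as an alternative, an estimated one, and by the hypergeometric test. P values of relations across reagents or targets come from 100000 permutations, of which the smallest p is 1e-05. DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9 were also used. Simulated unchanged reagents against the LacZ libraries of plate pairs 9 and 10, and 100 simulated sets over all plate pairs, were drawn with genes varying independently. They gave the level that shared controls alone produce in that case, without any gene that sets LacZ apart.

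The 26 gene lists and 18 groups of TFs were written from general knowledge before the data were examined. Some symbols of the lists are synonyms in the annotation and were not matched at first, and the matching was corrected after the first results of the lists had been seen, with the lists themselves unchanged. Some symbols stayed unmatched and out of the tests. Among them were InR, Tor and S6k of growth signalling, Mcm3 and Orc1 of DNA replication, and wg and Dl of developmental signalling. The genes and targets named in the text follow a rule set at the same time: every gene that the paper names, TFs with a known list, the 5 targets with the lowest and the 5 with the highest level, the 10 targets with the most and the 5 with the fewest called genes, the 10 genes called the same way by both reagents of the most targets, up to 4 members with the smallest p of each list in a named knockdown, and the 5 TF groups with the highest and the 2 with the lowest similarity. Names outside this rule are marked in the text as chosen after their values were seen.

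The alternatives were size factors of DESeq2, no filter or a mean FPKM of at least 5, each replicate of LacZ and of the knockdowns left out, the other reagents of the plate pair or all 20 LacZ libraries as the control, 1 reagent per target, the FPKM ratio, limma-trend with and without a replicate block, DESeq2 and edgeR with 2 libraries against 2, another pseudocount and an estimated correlation. Further alternatives were chosen after seeing the data: leaving out libraries under 500000 counts, protein-coding genes only, and the shares of rRNA and antisense counts as covariates. Where 1 library is left out, the lone library is assumed to vary like the other groups. The removal of reads from dsRNA regions, the network inference and the comparison with other networks were not analysed here. The clusters of genes and groups of TFs in the paper's heatmap are not used here, since their members are not listed in its text.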

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

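The tests of the position on the plate, of a stimulant, of LacZ depth and of mixed-up labels were chosen after seeing the results they bear on, and the other tests before.

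AttD and Psa are genes the paper does not discuss, and they are given here because their levels in many knockdowns differ from those in the control libraries: AttD was lower in 913 of 940 reagents and Psa higher in 723. The knockdown libraries in the 8 wells around the LacZ well had a median of 1.11 CPM of AttD, which excludes an effect of position that reaches the neighbouring wells. A stimulant in some dsRNA preparations, that of LacZ included, may raise immune genes, and it would then follow the preparation and not the target gene. Of 6 targets with 2 reagents of which one had a level of AttD like that of LacZ, 0 had it with both reagents, which leaves this explanation open, and 6 of the 8 reagents with such a level lay on plate pair 10, whose other reagents did not have it. No biological explanation was tested, since the design gives no LacZ libraries with another preparation.

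More genes were called on plate pair 1 than on the others. A library batch within the plates, which LacZ shares with only some of the wells, may produce this, as 45 reagents with a share of antisense counts like that of LacZ had a median of 6 called genes and 46 reagents on the other side of 0.045% had 494.5. That limit was picked after seeing the distribution of the antisense shares, while the prediction was written before. Deeper LacZ libraries are excluded as the cause, as plate pair 2, with more LacZ counts, had a median of 5. The other reagents of the same targets had a median of 7, against 8 for other targets, which argues against targets with larger effects as the cause. It does not exclude them, since 2 reagents of a target can differ widely, such as those of Chd3 with 2525 and 15 called genes.

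In 304 reagents the target gene was higher than in LacZ after its own knockdown. Reads of residual dsRNA counted with the target may produce this, and Spearman's correlation of -0.498 between the target's log2 fold change and its mean FPKM over 934 reagents fits such an added amount. A rise of transcription in response to the loss of the target may also contribute: of 222 targets called higher with a reagent, 125 lay above LacZ with both reagents, 56.3%, but since the target lies above LacZ with 467 of all 934 reagents this test has little power. Labels mixed up in most reagents are excluded, as targets were called 77.8 times as often in their own knockdown as in the other knockdowns of the plate pair (60.3% against 0.775%). A mix-up in some wells remains undecided, with the target among the 1% of genes with the largest change for 105 of 934 reagents.

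The LacZ library of plate 3-1 had spike-in counts of 0.454% of its counts in genes. This lay far from the other LacZ libraries, with 0.00277% to 0.0190%, and within the range of the knockdown libraries, 0.226% to 4.55%. By the paper's methods, LacZ samples received another spike-in pool than all others. AttD in all 20 LacZ libraries, this one included, was at least 8.04 CPM, above the 95th percentile of the knockdown libraries of 3.03 CPM. The highest share of rRNA genes in a knockdown library of at least 500000 counts was 64.0%, above the highest LacZ share of 18.95%.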

How the results depend on the processing

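Leaving out libraries under 500000 counts, protein-coding genes only and the covariates are settings whose tests were chosen after seeing the data. Of the values under an alternative, 144 were classed as the same as in the main setting, 42 moved, 8 reversed, 2 became stronger and 6 weaker. For relations with a permutation p, the same means that direction and side of the threshold were kept. For counts, medians and shares, it means only that the value stayed close to that of the main setting. The comparisons with all 20 LacZ libraries or with the mean of the plate pair were fitted with limma-trend, so that control and tool change together. Apart from fewer genes under a filter or fewer libraries, the cause was not tested. The choice of 1 reagent per target gives no value of its own for the similarity of 2 reagents, and it is already the main setting for TF-gene pairs. Low depth limits single reagents, among them dm and kay with 1 library each of 107184 and 20293 counts.

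The median target level was 95.0% over genes with a mean FPKM of at least 5, 97.4% with all 20 LacZ libraries, 74.2% with 1 reagent per target and 131.6% by the FPKM ratio, and 96.2% to 101.3% with a replicate left out. The share of reagents with under 50% reduction was 75.3%, 75.75%, 66.6% and 85.35% in the same order, and 73.8% to 78.05% with a replicate left out. With all 20 LacZ libraries, the target was called lower in 86 reagents.

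The correlation of proliferation and development lists turned to -0.251 without libraries under 500000 counts, and to -0.260 when centred. The similarity of 2 reagents was 0.00119 with all 20 LacZ libraries (p = 0.132), and 0.0309 to 0.0479 with a replicate left out, with 0.0445 without knockdown replicate 1 (p = 0.0728). For metamorphosis TFs, the amino sugar genes had 0.0173 against the median of the plate pair, -0.128 with all 20 LacZ libraries (p = 0.0353, centred -0.134) and -0.513 without knockdown replicate 2 (p = 0.00812, centred -0.489), with -0.00693 (centred up to 0.0184) as the highest value with a replicate left out. The fatty acid genes had -0.00339 at a mean FPKM of at least 5 (centred -0.00244), -0.13 with all 20 LacZ libraries (centred -0.117), -0.00713 with 1 reagent per target (centred -0.00203), -0.0734 without knockdown replicate 1 (centred -0.0676) and -0.315 without replicate 2 (centred -0.312), with 0.011 (centred 0.0134) as the highest value with a replicate left out. X-linked genes after knockdown of MSL proteins had 0.00165 with no filter, -0.00801 with all 20 LacZ libraries (p = 0.1285), -0.00684 with 1 reagent per target (p = 0.157), -0.0116 without knockdown replicate 1 (p = 0.0736) and -0.0147 without replicate 2 (p = 0.0543).

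The median number of called genes was 20 with no filter and 5 at a mean FPKM of at least 5, and 4 to 6 with a replicate left out. By the rule of the paper it was 2731 with no filter, 218 at a mean FPKM of at least 5, 46 against the mean of the plate pair, 116 with all 20 LacZ libraries, 144 with limma-trend, 207 with protein-coding genes only and 137.5 with the covariates. TF-gene pairs were 1387788, 133277, 143698 and 150903 in the first 4 of these settings and 141204 with protein-coding genes. After Myc knockdown, 36 genes were called against the mean of the plate pair, 2276 with all 20 LacZ libraries, 0 with DESeq2 and 0 with edgeR with 2 libraries against 2, 21 with limma-trend, 796 without low libraries, 33 with the covariates and 307 to 725 with a replicate left out. The median replicate correlation was 0.913 with a pseudocount of 0.1 and 0.974 with no filter. With an estimated correlation, 91 lists were called.

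The 2 replicates of a reagent lie on different plates, and libraries with the same replicate number in a plate pair share their plate. The median correlation of the plate differences of 2 reagents was 0.00986 to 0.122 over the plate pairs. The share of reagent pairs above 0.1 was 0.571 on plate pair 3 and 0.450 on plate pair 10, so a plate difference was shared there by many reagents. With a replicate block, limma-trend gave a median of 146 genes by the rule of the paper and 21 genes after Myc knockdown, and the block moved no count by more than 1.5 times against limma-trend without it.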

Differences from the paper's values

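The paper gives a median RNA level of 23.4% after knockdown, and the value here was 100% of LacZ. The paper gives 22% of dsRNAs with less than 50% reduction, and the value here was 77.6%. The values here include reads from dsRNA target regions, which the paper removed. None of the alternatives set before the data were examined comes within the limit for either value.

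The paper's Table 2 gives 50224 TF-gene pairs, and by the rule of the paper there were 268573 here, and none of these alternatives comes within the limit. The groups are unlike, with the paper's 457 TFs and 7034 genes against 488 targets and 8232 genes here, and the paper adjusted the counts of the dsRNA target genes. For replicates, the paper's lowest correlation is 0.99 and the lowest here was 0.372. For all libraries, the paper's lowest is 0.92 and the lowest here was 0.289. Neither was computed under another setting set before the data were examined. For the anti-correlation of proliferation and developmental genes, Pearson's r times -1, the paper's value is 0.86 and the value here over all reagents was -0.773, and none of the alternatives set before the data were examined turns its sign. Without libraries under 500000 counts, an alternative chosen after seeing the values, r was -0.251, which has the paper's sign and not its size. The lists used here were written from general knowledge and are not the paper's clusters. The median number of differentially expressed genes is about 240 in Fig. 3f, read by eye, and by the rule of the paper it was 500 here. Of the alternatives set before the data were examined, a mean FPKM of at least 5, with 218, comes within the limit, and the others do not. With protein-coding genes only, an alternative chosen after seeing the values, it was 207, and how many of the paper's called genes that drops was not counted, since they are not listed in its text. At an adjusted p under 0.05 alone, it was 8.

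The paper states that knockdowns of TFs with shared functions change gene expression alike. Over 18 groups written from general knowledge, the mean similarity here did not exceed that of random groups (one-sided permutation test of targets, p = 0.849). AP-1, with 0.0444, lay above the random mean of 0.0279. This similarity is taken over all tested genes, and even 2 reagents for the same target had a median of 0.0324, against 0.0262 for different targets. It has little power to decide on the paper's statement, whose heatmap holds only genes differentially expressed in some knockdown. The paper states that depletion of TFs of metamorphosis lowered genes of amino sugar and monocarboxylic acid catabolism, and the differences here were -0.00339 (p = 0.889) and 0.0125 (p = 0.463) for 20 TFs from a list written from general knowledge, which is not the paper's group. Both differences go in the paper's direction and pass the permutation test with all 20 LacZ libraries in limma-trend, with -0.128 (p = 0.0353) and -0.13 (p = 0.0372). Without knockdown replicate 2 they were -0.513 and -0.315. Neither difference passed the test without libraries under 500000 counts, an alternative chosen after seeing the values.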

Other observations

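After knockdown of kay, the Fos of the fly, CG15097, dally and Mct1, chosen after their values were seen, were among the genes that moved the same way with both reagents. CG15097 had log2 fold changes of -2.36 (SE 0.195) and -0.98 (SE 0.182), and dally, a heparan sulfate proteoglycan that shapes morphogen gradients, had -1.25 (SE 0.2175) and -1.12 (SE 0.1785), with an adjusted p = 1.29e-05 and 2.85e-06 from edgeR's quasi-likelihood test. Mct1, a monocarboxylate transporter, had 0.82 and 0.89. In all 9 genes were higher and 18 lower with both reagents, where chance gives 4.27 lower, and 1 library of the second reagent held 20293 counts.

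In the main setting, X-linked genes were slightly lower against autosomal genes after knockdown of the MSL proteins, which bind the male X chromosome, with a mean difference in log2 fold change of -0.0168 (one-sided permutation test of targets, p = 0.00194). Reagent DRSC11371 against msl-3 had -0.0716, and its other reagent -0.00192. The reagents against mle had -0.0174 and -0.00179, those against mof 0.00332 and 0.00258, and those against Clamp -0.0192 and -0.0169, so that 1 msl-3 reagent carries much of the mean. This msl-3 reagent and the mle reagent at -0.0174 lay on plate pair 3. The 2 LacZ libraries there were unlike, with 0.567% and 7.32% of their counts in rRNA genes. Whether this moves the values of X-linked genes was not tested. The call is lost with all 20 LacZ libraries in limma-trend, at -0.00801 (p = 0.1285), with 1 reagent per target, at -0.00684 (p = 0.157), and without knockdown replicate 1, at -0.0116 (p = 0.0736), or replicate 2, at -0.0147 (p = 0.0543), and with no filter the sign turns, at 0.00165 (p = 1).

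After knockdown of Sin3A, a corepressor that recruits histone deacetylases, RpL15, chosen after its values were seen, was lower with both reagents, with log2 fold changes of -0.57 (SE 0.138) and -0.24 (SE 0.0554). The first of these reagents lay on plate pair 1, had 1 library of 227516 counts and left Sin3A at 84.1% of LacZ, a difference that did not pass the test (adjusted p = 0.306), and the second left it at 46.7%.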
